# Direct and Indirect Transcriptional Effects of Abiotic Stress in *Zea mays* Plants Defective in RNA-Directed DNA Methylation

**DOI:** 10.3389/fpls.2021.694289

**Published:** 2021-08-19

**Authors:** Thelma F. Madzima, Stefania Vendramin, Jason S. Lynn, Phebe Lemert, Katherine C. Lu, Karen M. McGinnis

**Keywords:** abiotic stress, RNA-directed DNA methylation, mop1, abscisic acid, *Zea mays*, epigenetics, drought

## Abstract

Plants respond to abiotic stress stimuli, such as water deprivation, through a hierarchical cascade that includes detection and signaling to mediate transcriptional and physiological changes. The phytohormone abscisic acid (ABA) is well-characterized for its regulatory role in these processes in response to specific environmental cues. ABA-mediated changes in gene expression have been demonstrated to be temporally-dependent, however, the genome-wide timing of these responses are not well-characterized in the agronomically important crop plant *Zea mays* (maize). ABA-mediated responses are synergistic with other regulatory mechanisms, including the plant-specific RNA-directed DNA methylation (RdDM) epigenetic pathway. Our prior work demonstrated that after relatively long-term ABA induction (8 h), maize plants homozygous for the *mop1-1* mutation, defective in a component of the RdDM pathway, exhibit enhanced transcriptional sensitivity to the phytohormone. At this time-point, many hierarchically positioned transcription factors are differentially expressed resulting in primary (direct) and secondary (indirect) transcriptional outcomes. To identify more immediate and direct MOP1-dependent responses to ABA, we conducted a transcriptomic analysis using *mop1-1* mutant and wild type plants treated with ABA for 1 h. One h of ABA treatment was sufficient to induce unique categories of differentially expressed genes (DEGs) in *mop1-1*. A comparative analysis between the two time-points revealed that distinct epigenetically-regulated changes in gene expression occur within the early stages of ABA induction, and that these changes are predicted to influence less immediate, indirect transcriptional responses. Homology with MOP1-dependent siRNAs and a gene regulatory network (GRN) were used to identify putative immediate and indirect targets, respectively. By manipulating two key regulatory networks in a temporal dependent manner, we identified genes and biological processes regulated by RdDM and ABA-mediated stress responses. Consistent with mis-regulation of gene expression, *mop1-1* homozygous plants are compromised in their ability to recover from water deprivation. Collectively, these results indicate transcriptionally and physiologically relevant roles for MOP1-mediated regulation of gene expression of plant responses to environmental stress.

## Introduction

The sessile nature of plants and their adaptation to terrestrial environments coincided with the evolution of whole plant and molecular responses to fluctuating environmental conditions (reviewed by Gupta et al., 2020). Extreme abiotic environments, including water scarcity, often lead to yield loss in agricultural crop plants across the globe (FAO, 2017). When osmotic stress is first detected, the initial and immediate whole plant response is often the closure of stomata, which allows the plant to conserve water within its tissues, while limiting the energy and resources expended in biological processes such as photosynthesis. More prolonged drought conditions result in responses that often limit plant growth, and are associated with developmental defects in reproductive organs, thus decreasing yield. Indeed, it has long been documented that *Zea mays* (maize) plants that experience drought stress exhibit reduced yield and the overall effects depend on the specific developmental stage at the time that stress is experienced (Claassen and Shaw, 1970). From a molecular perspective, recent studies demonstrate that whole plant responses are related to the disruption of gene regulatory networks and concomitant changes to stress-response transcriptional programs (Van den Broeck et al., 2017).

Changes in transcription at stress-responsive loci are often associated with genome-wide structural changes to chromatin that affect gene expression and can be detected as alterations in chromatin accessibility (Kim et al., 2015, reviewed by Chang et al., 2020). These changes are strongly influenced by the plant phytohormone abscisic acid (ABA), an important signaling molecule that is responsible for many processes throughout the life cycle of plants such as regulating several important stages of development, including seed germination, ABA synthesis, and signaling, and serves as a critical step in plant response to specific abiotic stress stimuli (reviewed by Ma et al., 2018, and Takahashi et al., 2020). In response to ABA, activation by phosphorylation of *trans*-acting factors initiates broad scale changes in gene expression, creating a hierarchical response that includes a combination of primary, secondary, and later stage *cis* and *trans*-acting responses at the molecular level (reviewed by Takahashi et al., 2018). It has also been observed that certain transcriptional changes in maize in response to and throughout recovery from drought stress is associated with differential enrichment for specific histone modifications (Forestan et al., 2020), and that differential DNA methylation is associated with water stress response in ABA-deficient maize mutants (Sallam and Moussa, 2021), further suggesting the overlapping regulation of ABA signaling and chromatin-mediated gene expression changes in plant stress responses. The coordinated effect of this multi-dimensional response can create whole-plant responses that originate from a molecular signal triggered by an environmental or developmental cue.

Activated *trans*-acting factors differentially regulate target chromosomal sequences, depending in part on the structure of chromatin at *cis*-regulatory elements (reviewed by Wang and Qiao, 2020). For example, evidence suggests that transcription factor binding is influenced by DNA (cytosine) methylation, although these mechanisms are not completely understood for a broad range of transcription factors (reviewed by Heberle and Bardet, 2019). Our recent investigations in maize seedlings indicates that genotypes defective in RNA-dependent DNA methylation (RdDM), a plant-specific epigenetic regulatory pathway, respond to exogenous ABA at the transcriptional level in a manner distinct from wild type plants (Vendramin et al., 2020). Genotype-specific changes in CHH (H = A, T or C) methylation were also observed at some loci transcriptionally responsive to ABA (Vendramin et al., 2020), which is consistent with prior observations for targets of RdDM (Gent et al., 2014). While this indicates that there is a relationship between transcriptional regulation by RdDM and ABA-mediated responses in maize, this association does not clearly distinguish between causality, dependence or coincidence. Interpretation is confounded by the fact that each regulatory network (ABA and RdDM) has primary and cascading indirect effects influencing to gene expression and methylation.

With regards to hormone signaling in response to environmental stress stimuli, time course experiments are a useful way to elucidate hierarchical relationships in complex regulatory networks, as the primary responses are generally expected to be triggered immediately following the stimulus, and the secondary and other downstream responses may require some time to occur. Time course analysis of ABA-regulatory networks in the model plant *Arabidopsis thaliana* suggest that ABA responsive changes in gene expression may be spread across an initial response period from 1 to 8 h after exposure to exogenously applied ABA (Song et al., 2016). To better understand the specific regulatory relationships of epigenetic gene regulation and abiotic stress responses in plants, changes in gene expression in maize plants that were either wild type or defective in RdDM were compared after 1- or 8-h exposure to exogenous ABA. Because these early responses can have long-term developmental and physiological effects on stressed plants, we also investigated the whole-plant responses of plants defective in RdDM to a severe drought simulation by withholding water for 14 days.

## Materials and Methods

### Plant Materials and Growth Conditions

Maize (*Zea mays*) plants with the *mop1-1* mutation introgressed into the B73 inbred as previously described (Madzima et al., 2014) were used for this analysis. Homozygous wildtype (*Mop1* WT) and homozygous mutant (*mop1-1*) sibling progeny resulting from the self-pollination of an ear of a heterozygous plant were used. Seedlings were genotyped as previously described (Madzima et al., 2014).

*For abscisic acid treatment of maize seedlings*: Seedlings were grown in greenhouse conditions (16 h light period, 25°C, 50% humidity) in the Department of Biological Science at Florida State University (319 Stadium Drive) until they reached the V3 stage. At the V3 stage, maize seedlings were removed from the soil, roots were rinsed in water, dried, and then submerged in a 1 L beaker with 250 mL of liquid Murashige and Skoog (MS) media (Sigma Aldrich, M6899) with 50 μM ABA [ABA; (Sigma Aldrich, (+/–) Abscisic Acid, A1049)] or without ABA (MS) for 1 h (this study) or 8 h (Vendramin et al., 2020) in greenhouse conditions. After the incubation period, roots where removed and seedlings were immediately flash frozen in liquid nitrogen and stored at −80°C until use.

*For severe drought simulation on maize plants:* Plants were grown in greenhouse climate-controlled conditions (25°C, 50% humidity) at the Florida State University Mission Road Research Facility, Tallahassee, Florida, USA in January of 2017. B73 seeds were sown alongside as a control for drought response. Healthy B73, homozygous *Mop1*, and homozygous *mop1-1* seedlings were then transplanted into 300 size pots and later into 2,000 size pots ~35 days after sowing (DAS). Plants were randomly assigned to severe drought treatment (water withheld for 14 days) or normally watered groups. B73 (11 plants), *Mop1* (11 plants), and *mop1-1* (16 plants) individuals were in the normally watered control group and *B73* (10 plants), 16 *Mop1*(16 plants), and *mop1-1* (11 plants) individuals were in the drought treated group. The non-uniformity in sample number per category was due to premature death for a few individuals. Drought-treatment began once the individual plant reached the V6 stage to control for variation in development between samples/genotypes. After 14 days, plants entered the recovery phase by application of 7.5 L of water to the soil. After recovery, plants from the drought treated group were normally watered throughout the duration of the experiment. The tip of the V8 leaf (~4 cm) was dissected from the maize plants, immediately frozen in liquid nitrogen, and stored at −80°C until use.

### Physiological Observations of Drought-Responsive Traits

All observations were made daily between the hours of 10:00 and 14:00. The growth stages of individual plants were determined using the leaf collar method (Nielsen, 2019). Plant growth was monitored beginning after seed germination (VE) and continued through the last collared leaf below the tassel (≤ V18). Daily observations were made to track the emergence of ears, tassels, silks, pollen shed, and the anthesis-silking interval (ASI) which is defined as the number of days between the first pollen shed and silk emergence (Bolanos and Edmeades, 1996). We determined the “effective tassel branch score” by inspecting each tassel and determining the ratio of functional tassel branches (branches with anthers) to total tassel branches (reported as a percentage). We determined the plant height at 90 DAS by measuring the length between the first node above the soil and the tip of the longest tassel branch. We determined the average internodal length by measuring the internodal distance of the three apical internodes above the V4 leaf node.

### Total RNA Isolation, RNA Library Preparation and RNA-Sequencing

Total RNA was extracted as previously described (Vendramin et al., 2020). Briefly, frozen tissue was finely ground into powder in liquid nitrogen and homogenized before total RNA extraction was performed using TRI reagent® according to manufacturer's instructions (Molecular Research Center, 18080-051). RNA samples were DNase treated (RQ1 RNase-Free DNase, Promega, M6101) and purified using RNA clean and concentrator^TM^ 25 (Zymo Research, R1018).

Three biological replicates were used for all RNA-seq experiments for each treatment and genotype, for a total of 12 samples per time point: 1 h (this study) and 8 h (Vendramin et al., 2020). The final sample concentration was quantified by Qubit. RNA library preparation (NEBNext^®^ Ultra™ II kit, NEB, E7760) and Illumina paired-end 150 bp (PE 150) sequencing were performed by Novogene Corporation (Sacramento, California). The 1 h samples were sequenced using the Illumina NovaSeq 6000 platform, whereas the previous reported 8 h samples (Vendramin et al., 2020) were sequenced using the Illumina HiSeq 2,500 platform. More than 20 million reads were obtained per library.

### Read Alignment, Batch Correction and Differential Gene Expression Calling

Bioinformatics analysis was performed by Linkage Analytics, LLC (Denver, CO). To ensure a consistent and re-producible computation environment, the workflow was containerized using Singularity (3.6.4) (Kurtzer and Sochat, 2017) and the data workflow steps were defined using Snakemake (5.30.1) (Koster and Rahmann, 2018) and read quality control was assessed using fastp (0.21.0) (Chen et al., 2018). Reads from the 1 h and 8 h sequencing batches were processed simultaneously. FASTQ adapters were trimmed by Cutadapt 1.8.1 (Martin, 2011) Reads were mapped to the B73 maize genome (AGP B73v4) (Jiao et al., 2017) by HISAT2 v2.2.1 (Pertea et al., 2016). Transcripts were assembled *de novo* to allow for inclusion of transcripts that are not included in the reference genome annotation and quantified using StringTie v2.1.4 (Pertea et al., 2016). Gene count matrices were generated from this data using the prepDE.py python script available in the StringTie website (http://ccb.jhu.edu/software/stringtie/index.shtml?t=manual). These matrices were used by the Bioconductor package edgeR 3.28.1 (Chen et al., 2016) in R for differential expression analysis in order to identify upregulated and downregulated genes for the four different genotypes under two treatments. Low-abundance counts of <0.58 cpm were removed using the DESeq2 filtering method (statquest.org/2017/05/16/statquest-filtering-genes-with-low-read-counts/); (Love and Huber, 2014) incorporated into the edgeR pipeline, and genes with an adjusted *p*-value of ≤ 0.05 and an absolute log_2_-fold change (FC) value of ≥ 0.95 were considered as differentially expressed for both upregulated and downregulated genes.

### Gene Ontology Analysis and Hierarchical Clustering of Significantly Enriched GO Terms and DEGs

Singular Enrichment Analysis (SEA) was performed using the web-based tool agriGO v2.0 (Tian et al., 2017) with the B73 reference version 4 (AGOv4) gene annotations to determine enriched gene ontology terms (GO complete) associated with differentially expressed genes.

Fisher's statistical test, Hochberg (FDR) multi-test adjustment method with a significance level of <0.05 and minimum number of mapping entries of 10 genes per GO-term. The GO term enrichment was generated by hierarchically clustering the log10 of the total GO term percentage of a set of genes that were upregulated or downregulated in wildtype or mutant in response to ABA.

## Results

### Early ABA Treatment Is Sufficient to Induce Unique Categories of Differently Expressed Genes in *mop1-1* Mutants

To identify genes that are immediately responsive to epigenetic regulation under abiotic stress conditions, RNA from maize seedlings exposed to 1h of abscisic acid (ABA) and nutrient solution without ABA (MS) in *mop1* wildtype (WT) and mutant (*mop1-1*) genotypes was subjected to RNA-sequencing (RNA-seq) and transcriptome analysis as previously described (Vendramin et al., 2020). 

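The RNA came from maize seedlings of homozygous mop1-1 plants and their homozygous WT siblings, taken without roots after 1 h in MS medium with 50 µM ABA (ABA) or without it (MS). Each of the 4 groups had 3 biological replicates, which makes 12 libraries. The authors mapped the reads with HISAT2 and counted them with StringTie, and the values analysed here are their deposited counts per gene. The table held 38444 features, of which 28534 carry gene identifiers of the B73 version 4 genome (annotated genes) and 104 were microRNA genes. Another 9774 carry an identifier that StringTie gave and no gene name (assembled loci). Whether assembled loci overlap annotated genes was not checked. The sum of the counts was 52400521 to 64025102 per library in WT MS, 50920182 to 65574775 in WT ABA, 57041062 to 64564824 in mop1-1 MS and 38295994 to 59118641 in mop1-1 ABA. A feature was tested when it had at least 0.58 CPM (counts scaled to the size of the library) in at least 3 libraries, which left 26401 features. Group A compares mop1-1 ABA with mop1-1 MS, Group B compares WT ABA with WT MS, Group C compares mop1-1 ABA with WT ABA and Group D compares mop1-1 MS with WT MS. The quasi-likelihood (QL) test of edgeR was fitted to all 12 libraries after TMM normalization, and a DEG had an adjusted p of at most 0.05 and a log2 fold change of at least 0.95 in either direction. The difference between Groups C and D, which equals the difference between Groups A and B, was tested as the genotype by ABA interaction. In a simulation with known changes, the QL test found 72 of 100 genes with a 4-fold change in Group C and 31 of 100 with a 2-fold change, with 3 false calls. Pairs of libraries that carry the same replicate number were no closer than other pairs, so the replicates were not treated as paired.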

An average of ~33 million 150 bp paired end raw reads were obtained per sample (Table 1) and mapped to the B73 maize genome (AGP B73v4) (Jiao et al., 2017). Significant differentially expressed genes (DEGs) between *mop1* genotypes and 1h ABA treatments were categorized into four pairwise comparisons designated “analysis groups” (1h Groups A–D; Table 2) as genes with a two-fold expression change (log_2_ FC ≥ 0.95, FDR < 0.05) and identified by making direct comparisons between genotypes and treatments (Table 2). The DEGs in the four analysis groups were further sub-divided based on gene expression patterns (up- or down-regulated; e.g., 1h A-up and 1 h A-down) (Table 2; File 1) and subjected to further analysis.

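Without ABA, the gene with a name that changed between the genotypes by the edgeR QL test was MIR156e, which encodes a precursor of the microRNA miR156, a repressor of SPL transcription factors. Its level fell from 17.8 ± 1.52 CPM (SD, n = 3) in WT MS to 1.70 ± 0.588 CPM (SD, n = 3) in mop1-1 MS, a log2 fold change of -3.39 (standard error 0.27, adjusted p = 4.14e-05, edgeR QL test). MIR156e lies on chromosome 2, 176 protein-coding genes from mop1. The edgeR exact test called 5 genes with a name, MIR156e, WRKY53, PPCK4 (Zm00001d003068), gst19 (Zm00001d036951) and MADS69 (Zm00001d042315), and DESeq2 called 8, and those other than MIR156e were named after their values were seen. Among features without a name, Zm00001d003140, whose identifier places it near mop1, had 0 counts in the WT MS libraries and was at least 997-fold higher in mop1-1 MS. The assembled locus MSTRG.8452 had 0 counts in the mop1-1 MS libraries and was at least 2287-fold lower. The floor was set at 3 counts over the group. With 3 reads as Table 1 counts them, the bounds given here would be 1.79 to 1.95 times lower. Whether the assembled loci lie near mop1 is not known. MSTRG.29572 was at least 641-fold higher and MSTRG.8317 at least 1209-fold lower, although the call of MSTRG.29572 ended without WT MS replicate 2 (adjusted p = 0.0567, edgeR QL test), and that locus had 945 counts over the WT ABA libraries and an adjusted p of 0.512 in Group C (edgeR QL test). Of the 8 WRKY factors tested, 2 were higher in mop1-1 MS and none was lower when adjusted over the list alone, and WRKY53 (Zm00001d020492) stood at 2.29 ± 0.928 CPM in WT MS and 14.5 ± 7.80 CPM in mop1-1 MS (SD, n = 3), with an adjusted p of 0.0982 over all genes by the edgeR QL test, and passed by the exact test (adjusted p = 2.88e-05) and by DESeq2 (adjusted p = 3.50e-04). Of the 5 genes of the list set for ABA receptors, SnRK2 kinases and ABA-responsive bZIP factors, 2 were lower and none was higher when adjusted over the list alone. They were the ABA receptor PYL3 (Zm00001d016294) and ABI3-VP1 TF 28 (Zm00001d004358), the one factor in the list. ABI3-VP1 TF 28 entered by its name, is not labelled a bZIP, and had a log2 fold change of -0.19 in Group B (adjusted p = 0.933, edgeR QL test). PYL3 stood at 5.03 ± 0.230 CPM in WT MS and 2.51 ± 0.382 CPM in mop1-1 MS (SD, n = 3). Its adjusted p was 0.0940 by the edgeR QL test and 0.0717 by the exact test, and it passed by DESeq2 (adjusted p = 6.11e-03). Neither list passed its own test in Group D (camera, adjusted p = 0.124 for each, and 0.731 with an estimated correlation), but the WRKY list passed with a replicate block (adjusted p = 0.0464, camera, and 0.664 with an estimated correlation) and without mop1-1 MS replicate 2 (adjusted p = 0.0290, camera, and 0.491 with an estimated correlation). Group D held 239 DEGs by the QL test, 182 higher and 57 lower in mop1-1, against 447 by the edgeR exact test, 636 by DESeq2 and 156 by the QL test on the 6 libraries of the comparison. Assembled loci made up 113 of the higher DEGs and 20 of the lower ones, and annotated genes 69 and 36. Without WT MS replicate 3 the count was 449, and with annotated genes alone in the test it was 86.

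**Figure D1:**
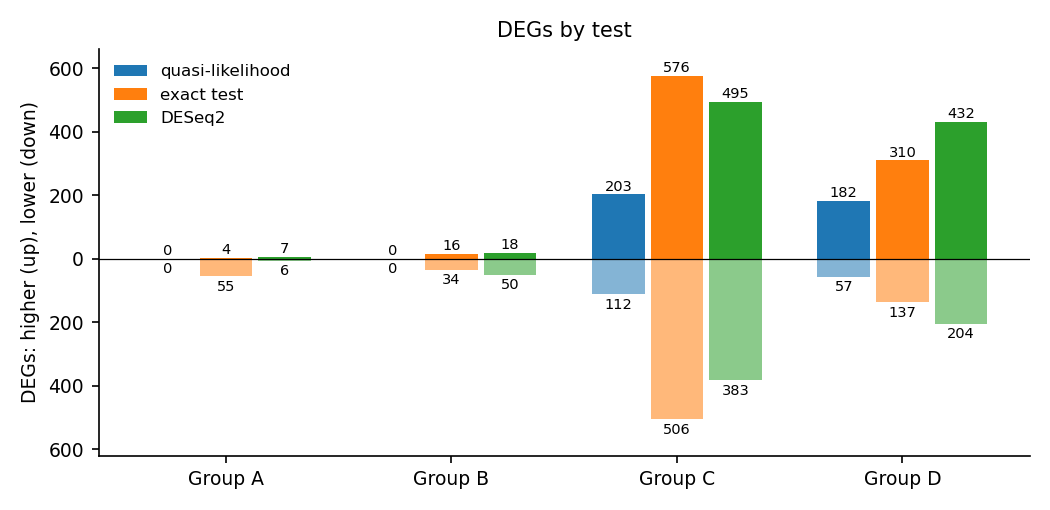
DEGs of Groups A to D by 3 tests, the edgeR QL test on 12 libraries, the edgeR exact test on the 6 libraries of each comparison and DESeq2. Bars above 0 count DEGs that were higher and bars below 0 DEGs that were lower in the first-named group of each comparison. Group C has more DEGs than Group D by each of these tests with all libraries. By the QL test this did not hold in 5 of the 12 fits without 1 library. Each of those 5 left out an ABA library, which takes a library from Group C and none from Group D.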

**Table 1:** Summary of RNA-seq libraries and read mapping per time-point, genotype, and treatment.

**Timepoint**	**Genotype & Treatment**	**Replicate**	**Total raw reads**	HISAT2 slope filter threshold^*^	**Mapped reads**	**% Mapped reads**	**Uniquely mapped reads**	**% Uniquely mapped reads**
1 h(this study)	*mop1-1* mutant ABA	1	32349928	−0.2	32183321	98.2	29348167	91.19
		2	23272446	−0.2	23161089	98.29	21341515	92.14
		3	33691278	−0.2	33515782	98.3	30773769	91.82
	*mop1-1* mutant control	1	35425161	−0.2	35251763	98.31	32054938	90.93
		2	36809285	−0.2	36630297	98.31	33089359	90.33
		3	33801811	−0.2	33627611	98.26	30993247	92.17
	*Mop1* WT ABA	1	32652171	−0.2	32489954	98.34	29886735	91.99
		2	37341781	−0.2	37146123	98.23	34191248	92.05
		3	30156617	−0.2	30004706	98.22	27603302	92
	*Mop1* WT control	1	31505710	−0.2	31337674	98.27	28676534	91.51
		2	36734172	−0.2	36545051	98.33	33554582	91.82
		3	35711598	−0.2	35537773	98.42	32637773	91.84
8 h Vendramin et al. (2020)	*mop1-1* mutant ABA	1	21775951	−0.6	21329876	97.3	19336347	90.65
		2	22373108	−0.6	21981634	96.91	19388351	88.2
		3	21583557	−0.6	21109587	96.84	18349596	86.93
	*mop1-1* mutant control	1	24469219	−0.6	23915909	96.38	20602662	86.15
		2	24142476	−0.6	23706188	97.65	21382476	90.2
		3	23023844	−0.6	22521807	95.33	19520082	86.67
	*Mop1* WT ABA	1	22263417	−0.6	21821952	96.02	18855244	86.4
		2	23131739	−0.6	22765701	96.49	20024820	87.96
		3	21771139	−0.6	21360341	96.87	18914163	88.55
	*Mop1* WT control	1	22307497	−0.6	21875147	96.53	18844702	86.15
		2	22220268	−0.6	21837022	95.8	18620624	85.27

* *HISAT2 filters reads based on a threshold defined by the slope a linear function between mapping quality score and read length. See Supplementary Figure 1 and the HISAT2 manual entry for “–score-min” for details*.

**Table 2:** Analysis Groups for 1 h.

**Pair-wise comparison**	**Analysis group**	**Expression pattern**	**Significant^a^ DEGs**	**2FC Significant^a^ DEGs**	**Total Significant^a^ DEGs**	**Total 2FC Significant^a^ DEGs**
Mutant ABA vs. Mutant MS at 1 h	A_UP	upregulated	11	9	97	72
	A_DOWN	downregulated	86	63		
WT ABA vs. WT MS at 1 h	B_UP	upregulated	22	21	66	61
	B_DOWN	downregulated	44	40		
Mutant ABA vs. WT ABA at 1 h	C_UP	upregulated	882	646	1,849	1,171
	C_DOWN	downregulated	967	525		
Mutant MS vs. WT MS at 1 h	D_UP	upregulated	413	395	604	552
	D_DOWN	downregulated	191	157		
Total DEGs					2,616	1,856
Number of DEGs in more than one analysis group					871 (33%)	737 (40%)
Number of DEGs in only one analysis group					1,745 (67%)	1,119 (60%)

a *Significant genes are DEGs with a p-value and FDR, 0.05*.

The total number of significant DEGs with two-fold change (2FC) in expression identified in the four analysis groups after 1 h of ABA-induction (1 h Groups A–D) included 1,856 genes, where, 737 (40%) of these genes were found to be common to more than one group, resulting in 1,119 (60%) DEGs unique to an individual analysis group (Table 2; Figure 1). 

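By the edgeR QL test, MIR156e was the DEG with a name that was lower in mop1-1 both with ABA and without it. The kinase gene PPCK4 (Zm00001d003068), named after its values were seen, was also lower in both by the edgeR exact test (adjusted p = 1.23e-11 in Group C and 0.0473 in Group D) and by DESeq2 (2.02e-03 and 1.07e-03), and NAC TF 134 (Zm00001d011589) by DESeq2 (adjusted p = 8.47e-03 and 0.0416). The features shared by Groups C and D were mostly ones without a name, as were the features tested. Of 26401 features tested, 283 were genes with a name and 29 were microRNA genes. Zm00001d003306, near mop1 on chromosome 2, had 8970 counts over the WT ABA libraries, 7555 over the WT MS libraries, 0 over the mop1-1 ABA libraries and 8 over the mop1-1 MS libraries. The assembled locus MSTRG.8342 had 0 counts over the WT ABA libraries and 15 over the WT MS libraries, against 1876 in mop1-1 ABA and 2341 in mop1-1 MS. By the edgeR QL test, 135 DEGs were higher in mop1-1 in both groups, where 1.40 would be shared by independent lists, and 42 were lower in both, where 0.242 would be shared. Of the 135, 94 were assembled loci and 41 were annotated genes. Of the 42, 25 were annotated genes, and 11 of these carry identifiers that place them near mop1 on chromosome 2. A single locus went in opposite directions: MSTRG.25274, chosen after its values were seen, had a log2 fold change of 1.18 in Group C (adjusted p = 0.0188, edgeR QL test) and -1.02 in Group D (adjusted p = 0.0486, edgeR QL test). Its interaction had an adjusted p of 0.276 by the edgeR QL test and passed by DESeq2 (adjusted p = 1.4e-07). Its Group D call ended in each of the 12 fits without 1 library except that without mop1-1 ABA replicate 2 (highest adjusted p = 0.154, without mop1-1 MS replicate 1, edgeR QL test), and also with filterByExpr (0.0511), on the 6 libraries alone (0.0939), with a replicate block (0.0511) and without genes near mop1 by identifier number (0.0528), and its Group C call ended without mop1-1 ABA replicates 1 (0.0713) and 3 (0.0868) and WT ABA replicates 1 (0.104) and 2 (0.0890). The DEG counts of the 4 groups summed to 554 and covered 376 distinct features, of which 178 (47.3%) were in more than one group and 198 (52.7%) were in a single group.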

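After 1 h of ABA, 0 of the 6 PP2C phosphatases and 0 of the 5 genes of the ABA receptor, SnRK2 kinase and ABI3-VP1 list were DEGs in either genotype by the edgeR QL test, the exact test or DESeq2. At an unadjusted p under 0.05 were 2 of the phosphatases in Group B (edgeR QL test) and none of the others in Group A or B. Of the 6 tested PP2C phosphatases, 5 had a positive log2 fold change in WT (median 0.50) and 4 in mop1-1 (median 0.07). The 5 tested genes of the ABA receptor, SnRK2 kinase and ABI3-VP1 list had a median of -0.25 in WT and -0.23 in mop1-1. Neither list passed its test (camera, adjusted p = 0.440 and 0.292 in Group B, and 0.727 and 0.326 in Group A). Of the 3 tested histone genes, 2 were higher in Group B when adjusted over the list alone, and histone H4 (Zm00001d026015) stood at 40.7 ± 13.7 CPM in WT MS and 70.6 ± 10.9 CPM in WT ABA (SD, n = 3), with an adjusted p of 0.124 for the list (camera) and 0.731 with an estimated correlation. The list passed without mop1-1 ABA replicate 1 (adjusted p = 0.0497, camera, and 0.719 with an estimated correlation) and without WT MS replicate 2 (0.0496 and 0.703). BiP (bip1, Zm00001d014993), a chaperone of the endoplasmic reticulum, stood at 647 ± 72.6 CPM in mop1-1 MS and 282 ± 59.8 CPM in mop1-1 ABA, against 1029 ± 669 CPM in WT MS and 500 ± 110 CPM in WT ABA (SD, n = 3). In Group A it had a log2 fold change of -1.20 and passed by the edgeR exact test (adjusted p = 5.61e-05) and not by DESeq2 (adjusted p = 0.223) or the QL test (adjusted p = 1). In Group B it had one of -1.04 (standard error 0.37) and did not pass by the QL test (adjusted p = 0.628), the exact test (0.667) or DESeq2 (0.186), and the difference between the genotypes was -0.16 (adjusted p = 1, edgeR QL test). MRP1 (Zm00001d046226), a transporter of glutathione conjugates, stood at 237 ± 56.6 CPM in WT MS and 91.4 ± 23.6 CPM in WT ABA (SD, n = 3), and passed by the edgeR exact test (adjusted p = 1.52e-03) and by DESeq2 (adjusted p = 8.84e-04) but not by the QL test (adjusted p = 0.437). Group A held 0 DEGs by the QL test, with 1011 features at an unadjusted p under 0.05, 59 DEGs by the exact test (4 higher, 55 lower), 13 by DESeq2 (7 higher, 6 lower) and 1 by the QL test on 6 libraries. Group B held 0 by the QL test, with 1887 at an unadjusted p under 0.05, 50 by the exact test (16 higher, 34 lower), 68 by DESeq2 (18 higher, 50 lower) and 1 by the QL test on 6 libraries. Group A had 2 DEGs without WT MS replicate 3, and Group B had 7 without WT ABA replicate 3 and 2 without WT MS replicate 1 or mop1-1 MS replicate 3.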

After 1 h of ABA induction, only ~7% of the total 2FC DEGs were differentially expressed in WT and *mop1-1* genotypes relative to their own control (1 h Groups A and B). These transcriptional responses are genotype-specific as there was also almost no overlap between the DEGs identified in each of these analysis groups (1 h Groups A and B) (Figure 1A). 

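The few features that a test called in both Group A and Group B went in opposite directions, which does not establish a response in both genotypes. By the exact test, other splits of the libraries gave up to 112 DEGs in Group A and 56 in Group B, against 59 and 50. In the simulation 200 genes changed in Group A and 0 in Group B. There the exact test made 53 false calls in Group A and 23 in Group B, and DESeq2 26 and 19. The Group A figures are therefore not those of a group in which nothing changed. The edgeR exact test shared 1 DEG between Groups A and B, the assembled locus MSTRG.25274, where 0.120 would be shared by independent lists. Its level was 52.5 ± 5.77 CPM in WT MS and 23.7 ± 3.75 CPM in WT ABA, against 25.9 ± 5.89 CPM in mop1-1 MS and 53.7 ± 13.5 CPM in mop1-1 ABA (SD, n = 3). DESeq2 shared 3, where 0.0335 would be shared by independent lists: that locus, Zm00001d048554 and Zm00001d021168, all in opposite directions. These features were named after their values were seen. The QL test shared 0, since it called no DEG in either group. For the interaction, DESeq2 made 47 false calls in the simulation, where 200 genes changed. On the real libraries DESeq2 called 27 interaction DEGs, 19 positive and 8 negative, MSTRG.25274 among them. Those with a name were the glutathione transferase genes gst2 (Zm00001d024839, log2 fold change 1.23, adjusted p = 0.0299, DESeq2) and gst31 (Zm00001d027557, 2.01, adjusted p = 0.0215, DESeq2) and the transporter gene MRP1 (Zm00001d046226, 1.80, adjusted p = 9.33e-03, DESeq2). The QL test called 0 interaction DEGs, with 1120 features at an unadjusted p under 0.05 and a smallest adjusted p of 0.276. It called 2 without WT ABA replicate 3 and 2 without mop1-1 MS replicate 3.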

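With ABA, the transcription factor gene trihelix TF 22 (Zm00001d014938) was lower in mop1-1, at 9.93 ± 0.593 CPM against 21.1 ± 0.945 CPM in WT ABA (SD, n = 3), a log2 fold change of -1.09 (standard error 0.15, adjusted p = 2.97e-03, edgeR QL test). NAC TF 13 (Zm00001d017084), another transcription factor gene, was higher, at 4.31 ± 1.65 CPM against 1.04 ± 0.407 CPM in WT ABA (SD, n = 3; log2 fold change 2.05, standard error 0.39, adjusted p = 0.0233, edgeR QL test). Sae2b (Zm00001d021966), related to the yeast DNA repair factor Sae2, was higher, at 47.9 ± 4.86 CPM against 22.4 ± 1.18 CPM (log2 fold change 1.10, standard error 0.15, adjusted p = 2.33e-03, edgeR QL test). The glutathione transferase genes gst2 (Zm00001d024839) and gst31 (Zm00001d027557), paralogs that may share reads, were higher by a log2 fold change of 1.05 (standard error 0.20, adjusted p = 0.0211, edgeR QL test) and 1.76 (standard error 0.36, adjusted p = 0.0319, edgeR QL test). MIR156e was lower by a log2 fold change of -3.41 (adjusted p = 3.66e-05, edgeR QL test), at 1.97 ± 0.622 CPM against 21.0 ± 1.63 CPM in WT ABA (SD, n = 3), and lies 176 protein-coding genes from mop1. Among features without a name, MSTRG.8342 was at least 655-fold higher and Zm00001d003140 at least 598-fold higher. Zm00001d003306 was at least 2856-fold lower and MSTRG.8452 at least 2322-fold lower (floor of 3 counts over the group). With a floor of 3 reads as Table 1 counts them, these bounds would be 1.79 to 1.95 times lower. Both annotated genes lie near mop1, and whether the assembled loci do is not known. Of 3 histone genes, 3 were lower when adjusted over the list alone, and histone H4 (Zm00001d026015) passed over all genes by the edgeR exact test (log2 fold change -0.98, adjusted p = 4.14e-03) and by DESeq2 (-0.98, adjusted p = 0.0262) but not by the QL test (-0.98, adjusted p = 0.138), while the list did not pass (camera, adjusted p = 0.124, and 0.731 with an estimated correlation). Group C held 315 DEGs by the edgeR QL test, 203 higher and 112 lower in mop1-1, which was 56.9% of the sum over the 4 groups, and 122 of the 203 were assembled loci. Annotated genes made up 81 of its higher and 87 of its lower DEGs, and with them alone in the test it held 138. It held 1082 by the edgeR exact test, 878 by DESeq2 and 677 by the QL test on 6 libraries. The count was 150 without WT ABA replicate 1, 147 without WT ABA replicate 2, 157 without mop1-1 ABA replicate 3 and 543 without WT MS replicate 3. Group C held fewer DEGs than Group D without WT ABA replicate 1 (150 and 229), 2 (147 and 219) or 3 (218 and 234) and without mop1-1 ABA replicate 1 (215 and 219) or 3 (157 and 198), where its share of the sum was 39.6% to 49.5%. These fits took a library from Group C and none from Group D, so the 2 groups were not tested on equal terms. Leaving out an MS library does the reverse, and Group C held more DEGs in each such fit. Hence these fits cannot say whether the order of the groups hangs on 1 library. The NAC TF 13 call ended without mop1-1 ABA replicates 1 (adjusted p = 0.0725) and 2 (0.0847), without WT ABA replicates 1 (0.121) and 2 (0.111) and with a replicate block (0.05004), that of gst2 without mop1-1 ABA replicates 1 (0.0676) and 3 (0.0912) and WT ABA replicates 1 (0.117) and 2 (0.0998), and that of gst31 without mop1-1 ABA replicates 1 (0.106) and 3 (0.112), WT ABA replicates 1 (0.157), 2 (0.0893) and 3 (0.0933) and with a replicate block (0.0566).

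**Figure D2:**
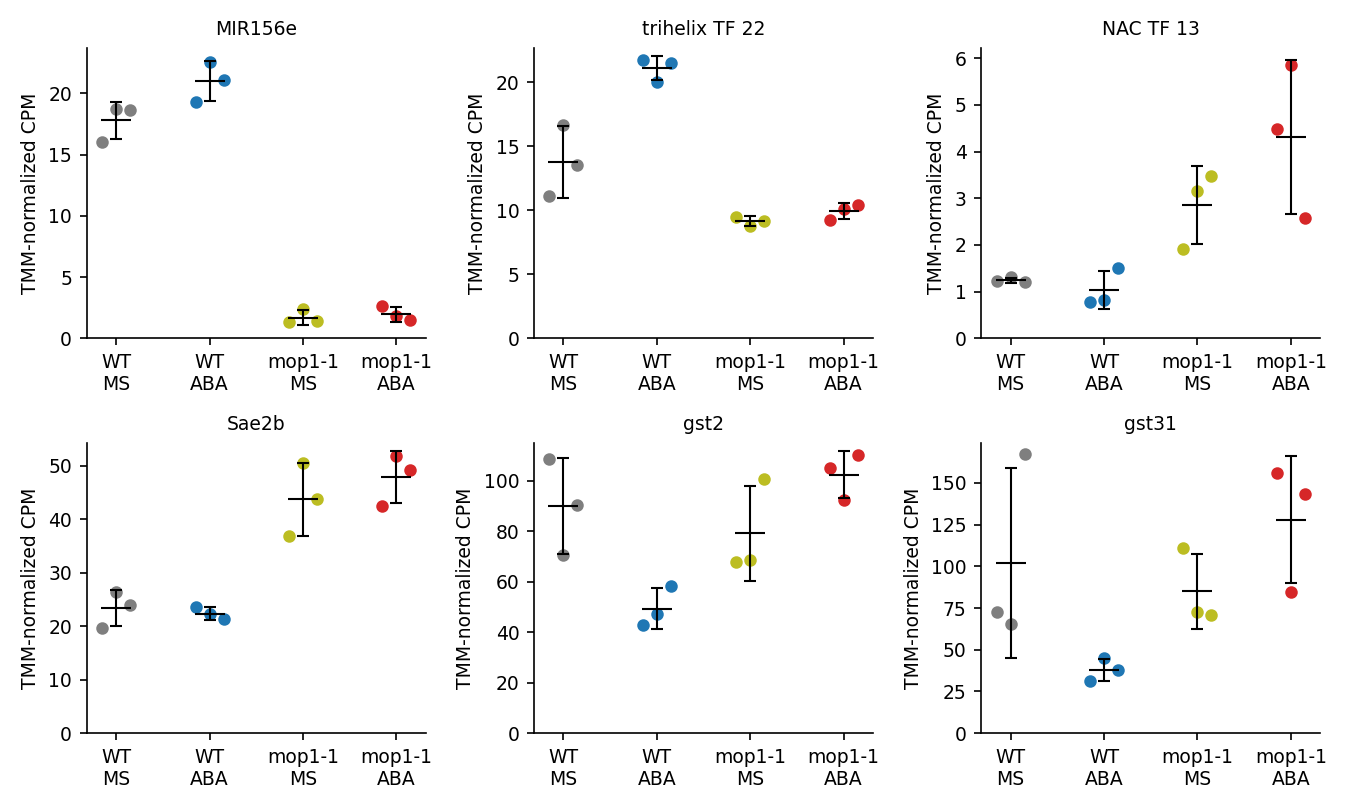
Expression of the named DEGs of Group C in each of the 12 libraries, in CPM, by genotype and treatment. Points are libraries and bars are the mean with the SD of 3 libraries. The 3 mop1-1 ABA libraries lie on one side of the 3 WT ABA libraries for each of the 6 genes. This holds for all 315 DEGs of Group C and for 24.8% of all features tested. The rule for named genes outside Table 6 also asks for it, so it adds no evidence.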

The majority of DEGs (63%) were identified in comparisons that included both genotype and treatment (Table 2 Group C*; mop1-1* ABA/WT ABA). 

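Most genes called in Group C and not in Group D had log2 fold changes of the same sign in both. In Group D, trihelix TF 22 (Zm00001d014938) had a log2 fold change of -0.59 (standard error 0.15, adjusted p = 0.114, edgeR QL test) and NAC TF 13 (Zm00001d017084) one of 1.20 (standard error 0.38, adjusted p = 0.243, edgeR QL test). Sae2b (Zm00001d021966) passed the p threshold there with a log2 fold change of 0.90 (adjusted p = 8.59e-03, edgeR QL test), below the fold threshold, and passed both without mop1-1 MS replicate 1 (1.01) and without WT MS replicate 2 (1.00). The glutathione transferase genes gst2 (-0.18) and gst31 (-0.26) had negative log2 fold changes there (adjusted p = 0.858 and 0.889, edgeR QL test), opposite to Group C, but that of gst31 turned positive without WT MS replicate 3 (0.30). In Group C, 67 higher and 70 lower DEGs were not DEGs of Group D. Of these 137, 125 had the same sign in Group D, 93 with an unadjusted p under 0.05, and the median ratio of the log2 fold change in Group D to that in Group C was 0.544. The interaction had an unadjusted p under 0.05 for 50 of the 137 and an adjusted p of at most 0.05 for 0 of them (edgeR QL test), and the choice of genes that passed in Group C and not in Group D itself favours a difference. By the edgeR exact test the counts were 382 higher and 437 lower, by DESeq2 229 and 284, by the QL test on 6 libraries 229 and 329, with no fold threshold 104 and 108, and with annotated genes alone 40 and 36, while a replicate block left 45 lower. They were 13 and 8 without WT ABA replicate 1, 11 and 6 without WT ABA replicate 2, 25 and 6 without mop1-1 ABA replicate 3, 44 and 23 without mop1-1 ABA replicate 1, 119 and 186 without WT MS replicate 1, and 131 and 108 without WT MS replicate 3, with 130 higher without WT MS replicate 2, and 27, 34, 46 and 36 lower without WT ABA replicate 3, mop1-1 ABA replicate 2, mop1-1 MS replicate 2 and mop1-1 MS replicate 3.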

A comparison between Group C DEGs with control plants of the same genotypes (*mop1-1* MS/WT MS from Group D), revealed 417 and 451 up- and down-regulated genes, respectively, that are uniquely responsive to ABA treatment and loss of MOP1 activity (Figure 1B). These 868 genes were subjected to a more in-depth analysis to identify primary and indirect MOP1 specific targets.

**Figure 1:**
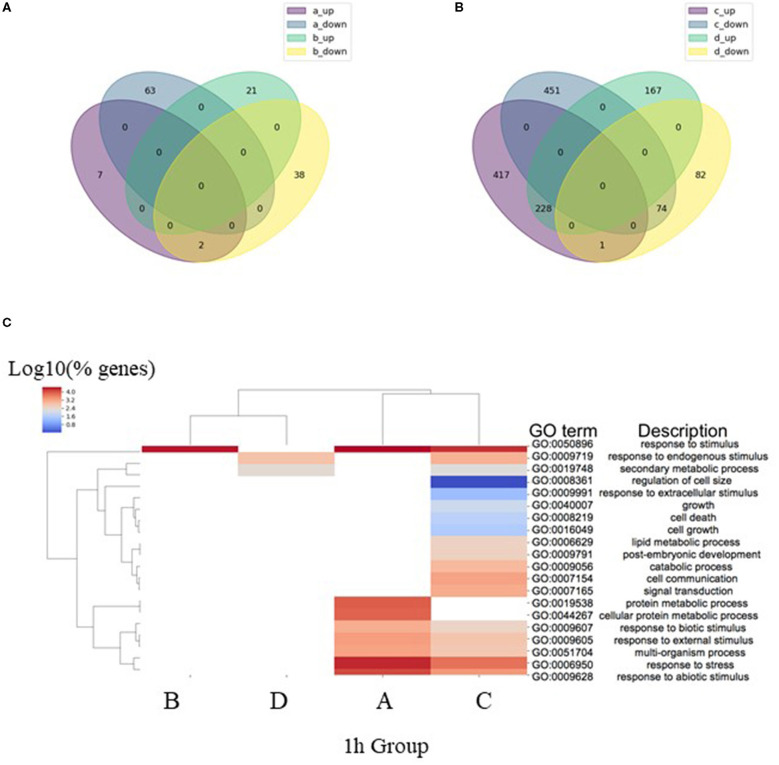
Analysis of differentially expressed genes (DEGs) after 1 h ABA treatment. **(A)** Venn diagram of overlap in the identity of DEGs (log2 FC ≥ 0.95, FDR < 0.05) after 1 h treatment with ABA compared to control in homozygous mutant (a_up and a_down) and wild type plants (b_up and b_down). **(B)** Venn diagram of overlap in the identity of DEGs (log2 FC ≥ 0.95, FDR < 0.05) in homozygous mutant compared to wild type plants after 1 h treatment with ABA (c_up and c_down) or 1 h treatment with MS (d_up and d_down). **(C)** Comparisons of enriched biological process (BP) Gene Ontology (GO) terms in DEGs were made between 1 h analysis Groups A–D (Table 2), representing DEGs identified in pairwise comparisons homozygous mutants treated with ABA or MS (Group A), wild type plants treated with ABA or MS (Group B), 1 h of ABA treatment for homozygous mutant or wild type plants (Group C) and 1 h treatment with MS for homozygous mutants or wild type plants (Group D). Heatmap illustrates hierarchical clustering of log10 (% genes) of significant GO terms enriched in each expression comparison (FDR < 0.05, minimum of 10 genes per GO term). No color (white) indicates that there was no enrichment for the GO term in the dataset.

Gene ontology (GO) analysis was used to predict the biological processes of all annotated genes in each of the four analysis groups (1h Groups A-D; FDR < 0.05). As expected, the GO term for response to stimulus (GO:0050896) was highly enriched in all 1 h analysis groups, except for the comparison constituting a genotype control of mutant and wild type plants treated with MS (Group D; Figure 1C). The diversity of enriched DEGs was enhanced in *mop1-1* mutants subjected to ABA (1 h Groups A and C) relative to WT plants (Group B) or the genotype control (Group D) (Figure 1C). These *mop1-1* ABA unique categories include biological processes associated with cell growth and size (Figure 1C).

### In *Mop1-1* Mutants, the Most Distinct Changes in Gene Expression Occur Within the Early Stages of ABA Induction

To identify genes that respond to ABA and MOP1 in a temporal manner, the mapped reads from RNA-seq after 1 h (this study) and 8 h (Vendramin et al., 2020) of ABA induction were simultaneously, bioinformatically processed and mapped to the B73 reference genome (AGP B73v4) (Jiao et al., 2017) and used in subsequent analysis (Tables 1–3). Due to the differences in sequencing depth as a result of use of different Illumina sequencing platforms (HiSeq vs. NovaSeq) between the two timepoints, we normalized the read quality score threshold used in HISAT2 (“–score-min”) between platforms. Based on consistency between replicates as well as differences in distributions of mapping qualities between sequencing platforms, the HISAT2 “–score-min” parameter was chosen to normalize the number of uniquely mapped reads across datasets (Table 1; Supplementary Figure 1).

**Table 3:** Analysis Groups for 8 h.

**Pair-wise comparison**	**Vendramin et al. Analysis group**	**Analysis group**	**Expression pattern**	**Significant^a^ DEGs**	**2FC Significant^a^ DEGs**	**Total Significant^a^ DEGs**	**Total 2FC Significant^a^ DEGs**
Mutant ABA vs. Mutant MS at 8 h	V	A_UP	upregulated	2,229	1,100	4,924	2,550
	VI	A_DOWN	downregulated	2,695	1,450		
WT ABA vs. WT MS at 8 h	I	B_UP	upregulated	1,530	957	3,145	1,903
	II	B_DOWN	downregulated	1,615	946		
Mutant ABA vs. WT ABA at 8 h	VII	C_UP	upregulated	510	448	796	609
	VIII	C_DOWN	downregulated	286	161		
Mutant MS vs. WT MS at 8 h	III	D_UP	upregulated	354	354	458	456
	IV	D_DOWN	downregulated	104	102		
	Total DEGs					9,323	5,518
	Number of DEGs in more than one analysis group					5,820 (62%)	3,986 (72%)
	Number of DEGs in only one analysis group					3,503 (38%)	1,532 (27%)

a *Significant genes are DEGs with a p-value and FDR, 0.05*.

Predictably, the overall number of DEGs increases with increasing time. Eight h of ABA treatment resulted in more genes exhibiting differential expression, but most of the genes were detected in multiple analysis groups, resulting in a lower percentage of DEGs being unique to one analysis group at 8 h (27%) compared to 60% unique DEGs observed after 1 h of ABA-induction (Tables 2, 3). Consistently, while there was almost no overlap between wildtype and mutants DEGs in 1 h Groups A and B (Figure 1), there was more overlap between Groups A and B after 8 h of ABA treatment (Supplementary Figure 2; Supplementary Table 2). For analysis groups C, there were more significant DEGs at 1 h of ABA treatment, compared to the same comparison after 8 h (Tables 2, 3). This suggests that the most distinct changes in gene expression between these genotypes occurs within the early stages of ABA induction.

Genes from the 8 h and 1 h samples were directly compared with each other (8 h/1 h) and categorized into four different pairwise comparisons, designated Groups E–H (Table 4). The total number of significant 2FC DEGs identified in these four 8 h/1 h analysis groups was 34,147 genes, representative of the magnitude of changes in gene expression that occur over time. However, 29,610 (87%) genes were found to be common to more than one analysis group, where only 4,537 (13%) were found to be unique to an individual group (Table 4; Supplementary Figure 3). This observation is consistent with the similarities in the enriched GO terms per group (Figure 2), with the least diverse biological processes observed in the wildtype control group (Group H). GO terms associated with biological regulation (GO:0065007), regulation of biological process (GO:0050789) and response to stimulus (GO:0050896) were commonly highly represented terms across all groups (Figure 2).

**Table 4:** Analysis Groups for 8 h vs. 1 h.

**Pair-wise comparison**	**Analysis group**	**Expression pattern**	**Significant^a^ DEGs**	**2FC Significant^a^ DEGs**	**Total Significant^a^ DEGs**	**Total 2FC Significant^a^ DEGs**
Mutant ABA 8 h vs. Mutant ABA 1 h	E_UP	upregulated	7,201	5,483	13,381	7,989
	E_DOWN	downregulated	6,180	2,506		
Mutant MS 8 h vs. Mutant MS 1 h	F_UP	upregulated	7,401	5,726	14,587	9,133
	F_DOWN	downregulated	7,186	3,407		
WT ABA 8 h vs. WT ABA 1 h	G_UP	upregulated	8,188	5,674	16,306	8,621
	G_DOWN	downregulated	8,118	2,947		
WT MS 8 h vs. WT MS 1 h	H_UP	upregulated	6,039	5,273	10,674	8,404
	H_DOWN	downregulated	4,635	3,131		
Total DEGs					54,948	34,147
Number of DEGs in more than one analysis group					49,465 (90%)	29,610 (87%)
Number of DEGs in only one analysis group					5,483 (10%)	4,537 (13%)

a *Significant genes are DEGs with a p-value and FDR, 0.05*.

**Figure 2:**
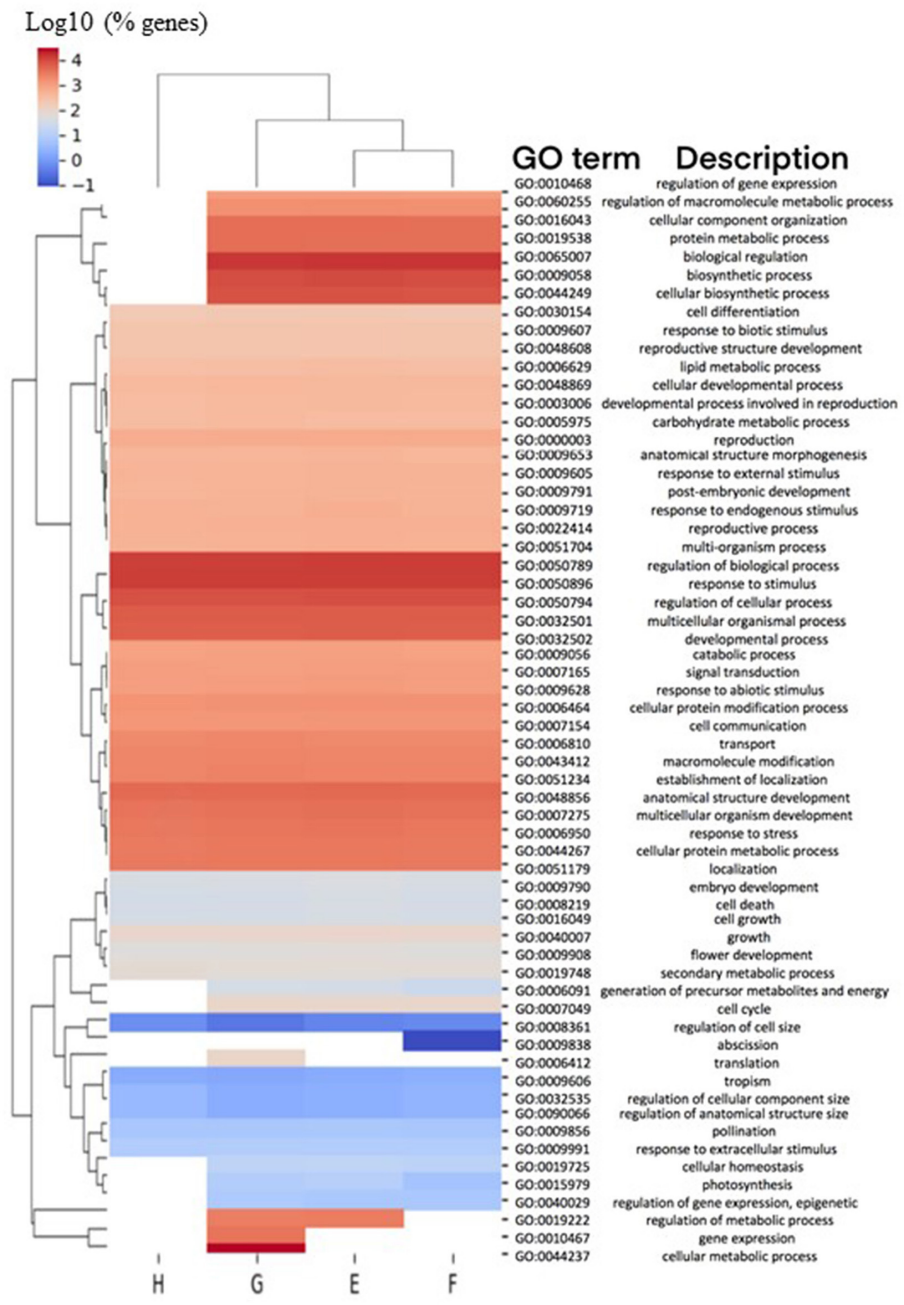
Biological processes associated with DEGs in 8 h/1 h comparisons. Comparisons of enriched biological process (BP) Gene Ontology (GO) terms in DEGs were made between 8 h/1 h analysis Groups E-H (Table 4), representing DEGs from pairwise comparisons between homozygous mutant plants treated with ABA for 8 h or 1 h (Group E), homozygous mutant plants treated with MS for 8 h or 1 h (Group F), wild type plants treated with ABA for 8 h or 1 h (Group G), and wild type plants treated with MS for 8 h or 1 h (Group H). Heatmap illustrates hierarchical clustering of log10 (% genes) of significant GO terms enriched in each expression comparison (FDR < 0.05, minimum of 10 genes per GO term). No color (white) indicates that there was no enrichment for the GO term in the dataset.

### MOP1-Dependent siRNAs and Gene Regulatory Networks (GRNs) Predict Immediate and Indirect Responses to Abiotic Stress

To distinguish between primary and indirect targets of epigenetic regulation under abiotic stress conditions, the 868 genes (451 up- and 417 down-regulated) identified to be uniquely associated with ABA treatment and loss of MOP1 activity (Group C; Figure 1B) were further analyzed for a specific connection with MOP1-mediated RdDM. MOP1 is required for the production of the majority of siRNAs at loci undergoing RdDM (Gent et al., 2014), therefore these genes were compared with a list of genes having promoter homology with MOP1-dependent siRNAs (Vendramin et al., 2020). This comparison identified 97 up- and 76 down-regulated genes from 1 h Group C that are predicted to be direct MOP1-regulatory targets based on homology with siRNAs (Figure 3; Supplementary Table 3), suggesting that MOP1-mediated RdDM is involved in early responses to ABA at these specific genes. It is plausible that these 173 genes are primary targets of MOP1 that in turn influence downstream gene expression in response to ABA. 

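Of the 97 MIMs listed as upregulated, 86 were tested, and all 86 had a lower level in mop1-1 ABA than in WT ABA, with log2 fold changes from -6.01 to -0.98 and a median of -1.39. Of the 76 listed as downregulated, 64 were tested, and all 64 had a higher level in mop1-1 ABA, with log2 fold changes from 0.96 to 3.32 and a median of 1.44. By the edgeR QL test, 10 of the 86 were lower, with trihelix TF 22 as the one with a name, and 11 of the 64 were higher, among them gst2, gst31, Sae2b and NAC TF 13. The small heat shock protein gene hsp22 (Zm00001d052194), among the 86, stood at 1048 ± 76.9 CPM in WT ABA and 328 ± 138 CPM in mop1-1 ABA (SD, n = 3). The chitinase gene chn1 (Zm00001d043988), among the 64, stood at 19.9 ± 6.65 CPM in WT ABA and 59.5 ± 15.3 CPM in mop1-1 ABA (SD, n = 3). Neither passed the edgeR QL test over all genes. In Group C, 4 of 23 alternatives called hsp22, and 3 of 23 called chn1, the exact test among these 3. Adjusted over the list alone, 84 of the 86 were lower and 58 of the 64 were higher, which is not independent evidence, since the study chose both lists on these libraries. Without ABA, the medians were -0.60 and 0.60, and 80 of the 86 and 49 of the 64 kept their sign. The study chose these genes from DEGs of Group C that were not DEGs of Group D, which itself favours smaller values without ABA. No MIM passed the interaction by the QL test, with 17 of the 86 and 21 of the 64 at an unadjusted p under 0.05. DESeq2 called 2 and 4 in the interaction. These counts are not independent of that choice, which used the same ABA and MS libraries. The edgeR exact test called 85 and 64 in Group C, DESeq2 67 and 45, and the QL test on 6 libraries 61 and 37, while annotated genes alone left 6 of the 86. The counts were 1 and 2 without WT ABA replicate 1, 2 and 2 without WT ABA replicate 2, 6 and 6 without WT ABA replicate 3, 6 and 7 without mop1-1 ABA replicate 1, 1 and 4 without mop1-1 ABA replicate 3, and 40 and 22 without WT MS replicate 3, with 3, 38, 6 and 6 of the 86 without mop1-1 ABA replicate 2, WT MS replicate 1, mop1-1 MS replicate 2 and mop1-1 MS replicate 3, and 17 of the 64 without WT MS replicate 2. From the homology of their promoters with MOP1-dependent siRNAs, the paper predicts that these genes are direct targets of MOP1 and proposes that MOP1-mediated RdDM takes part in the early response to ABA at them.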

Because these genes are differentially responsive in *mop1-1* plants very early after ABA treatment, these genes were designated as MOP1-dependent immediate responsive genes (MIMs). Gene ontology analysis of these genes revealed that there were more significant (FDR < 0.05) enriched GO terms associated with the 97 up-regulated genes compared with the 76 down-regulated genes (Table 5). This suggests that in response to ABA, MOP1-dependent activity and siRNAs are directly associated with regulation of specific biological processes, whereas the siRNAs associated with downregulated genes (MOP1-independent) may be indirect, not RdDM targets and/or have less specific biological roles in relation to ABA responses.

**Figure 3:**
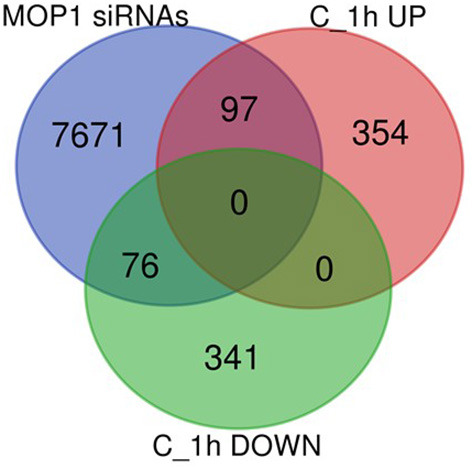
Identification of unique Group C genes with homology with MOP1-dependent siRNAs. Venn diagram of overlap between the identities of 451 upregulated (C_1h UP) and 417 downregulated (C_1h DOWN) genes in homozygous mutant plants treated for 1 h with ABA versus wild compared with genes with homology with MOP1-dependent 24nt siRNAs within their promoters (MOP1 siRNAs; Vendramin et al., 2020).

**Table 5:** GO terms for biological processes associated with Group C 1 h genes with homology with MOP1 dependent siRNAs.

**GO Accession**	**GO term**	**Number of genes**	**Query total**	***p*-value**	**FDR**
**Group C_1h_upregulated**					
GO:0009628	response to abiotic stimulus	34	97	3.50E-07	8.50E-06
GO:0009719	response to endogenous stimulus	30	97	2.00E-07	8.50E-06
GO:0050896	response to stimulus	78	97	2.00E-06	3.30E-05
GO:0006950	response to stress	50	97	1.30E-05	0.00016
GO:0019222	regulation of metabolic process	44	97	0.0014	0.014
GO:0007154	cell communication	32	97	0.0021	0.017
GO:0007165	signal transduction	29	97	0.0025	0.018
GO:0050789	regulation of biological process	71	97	0.0036	0.022
GO:0010468	regulation of gene expression	30	97	0.0068	0.037
GO:0009791	post-embryonic development	19	97	0.0076	0.037
GO:0060255	regulation of macromolecule metabolic process	34	97	0.0086	0.038
GO:0050794	regulation of cellular process	60	97	0.011	0.046
**Group C_1h_downregulated**					
GO:0019748	secondary metabolic process	16	73	8.20E-08	3.60E-06

To understand how MIMs potentially influence downstream transcriptional responses to 1 h ABA treatment in maize, a gene regulatory network (GRN) (Huang et al., 2018) was used to predict targets of these 97 and 76 up- and down-regulated genes, respectively. Twenty one of the 97 (~22%) upregulated genes and 5 of the 76 (~7%) downregulated genes had predicted regulatory targets based on the GRN, and the majority of these 26 genes are transcription factors implicated in drought, ABA and stress responses based on homology and phenotypic characterization in other studies (Table 6). 

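Of the 21 genes that Table 6 labels Up, 19 were tested, and all 19 had a lower level in mop1-1 ABA than in WT ABA, with log2 fold changes from -4.18 to -0.99 and a median of -1.27. They include 4 PP2C phosphatases. Protein phosphatase 2C A5 (Zm00001d005609) stood at 28.8 ± 3.86 CPM in WT ABA and 8.54 ± 5.27 CPM in mop1-1 ABA (SD, n = 3; adjusted p = 0.0965, edgeR QL test), and Homeobox TF 41 (Zm00001d017422) at 70.3 ± 16.1 CPM and 10.2 ± 4.92 CPM (SD, n = 3; adjusted p = 0.0787, edgeR QL test). Protein phosphatase 2C A9 (Zm00001d025055) stood at 19.0 ± 8.46 CPM in WT ABA and 4.69 ± 3.86 CPM in mop1-1 ABA (SD, n = 3; adjusted p = 0.156, edgeR QL test). Of the 5 genes labelled Down, 4 were tested, and all 4 had a higher level in mop1-1 ABA, with a median log2 fold change of 1.99. WRKY TF 36 (Zm00001d049173) had a log2 fold change of 1.47 (standard error 0.39, adjusted p = 0.0959, edgeR QL test). By the edgeR QL test over all genes, trihelix TF 22 was the one DEG of the 19 and NAC TF 13 the one of the 4. Adjusted over the list alone, 18 of the 19 were lower and 4 of the 4 were higher, and the list was chosen by the study on these libraries. The edgeR exact test called 19 and 4, and DESeq2 called 14 and 2. All 19 had the same sign without ABA, with a median of -0.55, as did 3 of the 4, with a median of 0.74, and for 4 of the 19 and 1 of the 4 the interaction had an unadjusted p under 0.05, with 0 at an adjusted p of at most 0.05 (edgeR QL test). The study's choice of genes called in Group C and not in Group D itself favours smaller values without ABA and a difference between the groups. Of the 6 PP2C phosphatases tested, 4 of which the study chose, 4 were lower and 1 (PP2C28) was higher in Group C when adjusted over the list alone, with a median of -1.17. Of the 8 AP2/ERF and DREB factors, 5 of which the study chose, 5 were lower and 1 was higher, with a median of -0.96. Neither list passed its test (camera, adjusted p = 0.124 for each, and 0.731 with an estimated correlation), but the PP2C list passed without mop1-1 ABA replicate 1 (adjusted p = 9.10e-03, camera, and 0.260 with an estimated correlation).

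**Figure D3:**
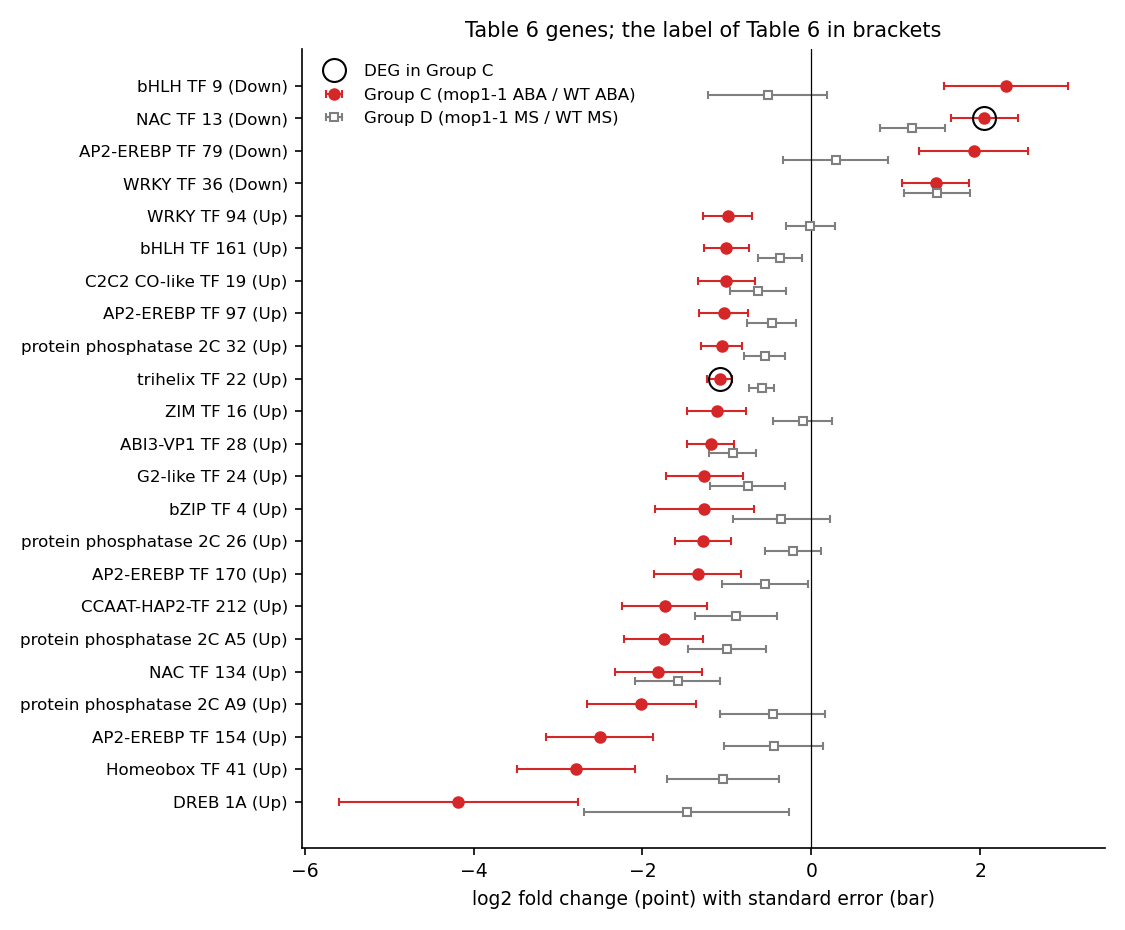
Log2 fold changes of the 23 tested genes of Table 6 between mop1-1 and WT, with ABA (Group C) and without it (Group D). Bars are standard errors from the edgeR QL fit and rings mark DEGs, and the 19 genes below 0 in Group C are those labelled Up.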

The predicted GRN targets of the 21 Group C 1 h upregulated MIMs included a total of 16,748 genes and the predicted GRN targets of the 5 Group C 1 h down-regulated MIMs included a total of 4,221 genes across all tissues types and datasets in the GRN (Table 6; File 3). Some of these genes (~14%) were duplicated in the two lists of targets predicted by the GRNs and overall there were 18,014 unique target genes. These targets predicted by the GRN could be considered indirect (secondary or more downstream) targets of MOP1 responsive factors, because they are predicted to be regulated by genes with evidence of direct MOP1-mediated regulation. This group of genes were collectively designated as MOP1-dependent indirectly responsive genes (MINs).

**Table 6:** 1 h Group C Genes with predicted regulatory targets based on a gene regulatory network.

**Gene ID**	**Annotation**	**DE C_1h**	**Number of GRN predicted targets**			
			**Leaf**	**Root**	**SAM**	**Seed**
Zm00001d047999	bHLH TF^*^ 9^a^	Down	334	6	242	153
Zm00001d049173	WRKY TF 36^a^	Down	1318	1630	0	0
Zm00001d003293	NAC TF 111^a^	Down	0	49	0	743
Zm00001d017084	NAC TF 13^a^	Down	110	37	90	120
Zm00001d031728	AP2-EREBP TF 79^a^	Down	0	616	0	0
Zm00001d051239	AP2-EREBP TF 170^a^	Up	122	833	355	0
Zm00001d002025	AP2-EREBP TF 24^a^	Up	3051	293	217	1483
Zm00001d002364	AP2-EREBP TF 97^a^	Up	610	742	551	167
Zm00001d002867	AP2-EREBP TF 154^a^	Up	140	9	131	0
Zm00001d004358	ABI3-VP1 TF 28^a^	Up	109	0	145	941
Zm00001d005609	protein phosphatase 2C A5^b^	Up	486	963	507	202
Zm00001d006169	DREB 1A^c^	Up	0	31	795	0
Zm00001d011589	NAC TF 134^a^	Up	71	136	374	121
Zm00001d012285	MYB-related TF 55^a^	Up	66	1327	402	603
Zm00001d014938	trihelix TF 22^a^	Up	1700	58	784	1603
Zm00001d015521	G2-like TF 24^a^	Up	334	35	91	1679
Zm00001d017422	Homeobox TF 41^a^	Up	104	432	1167	585
Zm00001d018119	bHLH TF 161^a^	Up	1033	336	174	485
Zm00001d018178	bZIP TF 4^a^	Up	558	805	304	174
Zm00001d024200	C2C2 CO-like TF 19^d^	Up	1388	1095	740	14
Zm00001d025055	protein phosphatase 2C A9^b^	Up	20	65	1911	734
Zm00001d027901	ZIM TF 16^a^	Up	126	1221	859	136
Zm00001d028752	protein phosphatase 2C 26^e^	Up	114	231	835	91
Zm00001d041491	CCAAT-HAP2-TF 212^a^	Up	62	106	801	472
Zm00001d047732	protein phosphatase 2C 32^f^	Up	33	182	269	67
Zm00001d050195	WRKY TF 94^a^	Up	145	1060	142	198

* *TF = Transcription factor*.

a *Yilmaz et al. (2009)*.

b *Xiang et al. (2017)*.

c *Qin et al. (2004)*.

d *Song et al. (2018)*.

e *Lu et al. (2020)*.

f *NCBI (https://www.ncbi.nlm.nih.gov)*.

The 18,014 MINs (Table 6; File 3) were compared with genes in analysis groups E and G (Table 4), representing genes differentially expressed in a temporal manner (8 h/1 h) after treatment with ABA in mutant and wild type, respectively (Figure 4A). This analysis revealed that in the mutant genotype, 54% of upregulated and 42% of downregulated genes with expression changes from 1 h to 8 h in the presence of ABA were identified as MINs (Figure 4A). A similar comparison in wild type identified that 52% of upregulated and 42% of downregulated were identified as MINs (Figure 4B). This initial observation suggests that over time, there is a similar magnitude of indirect effects in MOP1-regulated targets between mutant and wild type plants subjected to abiotic stress stimuli. However, further analysis revealed qualitative and functional differences in DEGs, as the identity of genes did not completely overlap (Figure 4C). Specifically, there were 689 (44% from wildtype (G) and 51% from mutant) putative indirect DEGs between 1 h and 8 h of ABA treatment common to both genotypes (Figure 4C; Supplementary Table 4). A gene ontology analysis was used to identify genes that fall into the three categories (Figure 4D) and GO terms associated with response to stimulus were conserved in these three categories. It appears that *mop1-1* mutants are not expressing some of the developmental genes required for MOP1-mediated responses to ABA. This comparison of DEGs between mutant and wild type may be indicative of the role of MOP1 in maize development in response to some abiotic stress stimuli. This association is also supported by recent work in other labs, indicating a role for RdDM or other chromatin-mediated regulatory events in stress response in maize (Forestan et al., 2016, Forestan et al., 2017, Forestan et al., 2020).

**Figure 4:**
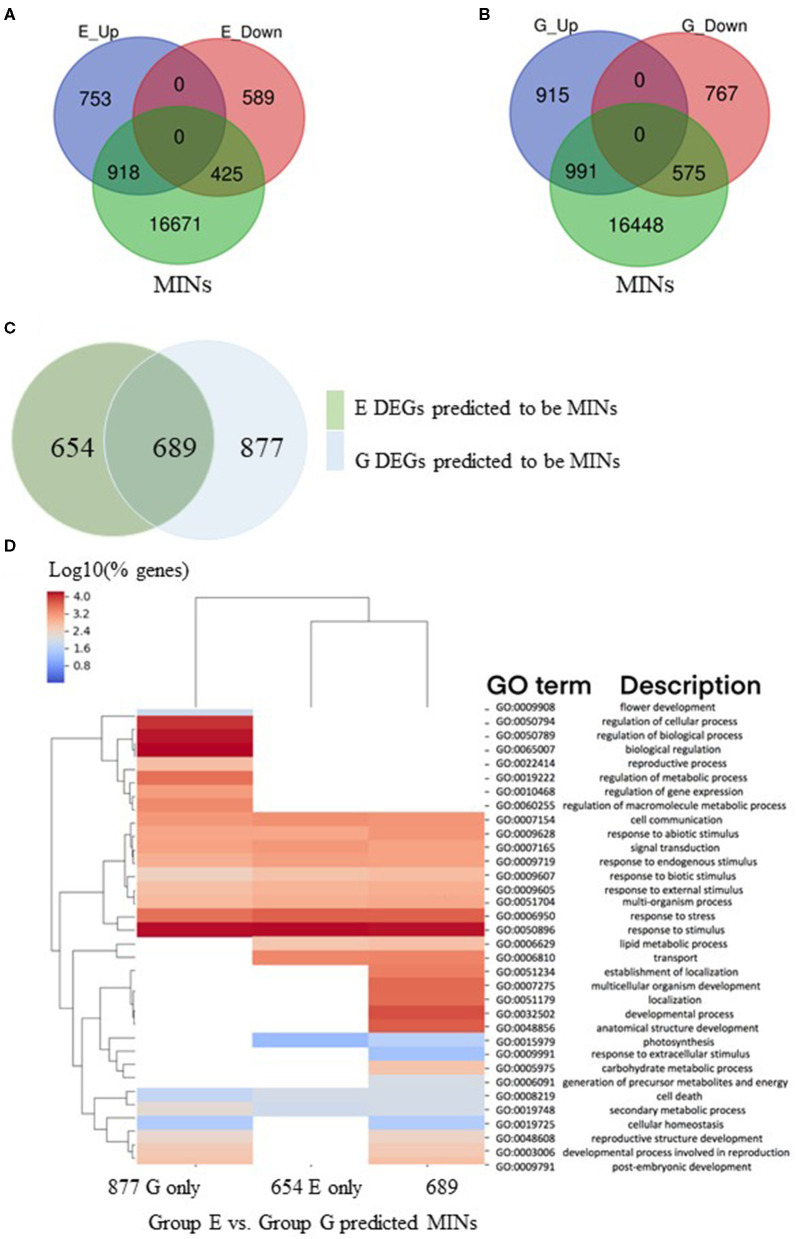
Differentially expressed genes predicted to be downstream regulatory targets of MOP1. A gene regulatory network was used to predict the regulatory targets of genes designated as MOP1-dependent immediate responsive genes (MIMs). The predicted regulatory targets of MIMs were designated as as MOP1-dependent indirectly responsive genes (MINs). **(A)** Gene identities of MINs were compared to those of DEGs identified in a comparison between homozygous *mop1-1* plants treated with ABA for 1 h vs. 8 h (E_Up and E_Down), venn diagram illustrates overlap between these groups. **(B)** Gene identities of MINs were compared to those of DEGs identified in a comparison between wild type plants treated with ABA for 1 h vs. 8 h (E_Up and E_Down), venn diagram illustrates overlap between these groups. **(C)** The identity of MINs that were differentially expressed in homozygous *mop1-1* plants treated with ABA for 1 h vs. 8 h (E DEGs) compared to wild type plants treated with ABA for 1 h vs. 8 h (G DEGs) were compared, venn diagram illustrates the overlap between these groups. **(D)** Comparisons of enriched biological process (BP) Gene Ontology (GO) terms in DEGs were made between MINs that were identified as differentially expressed in homozygous *mop1-1* plants treated with ABA for 1 h vs. 8 h (Group E) compared to wild type plants treated with ABA for 1 h vs. 8 h (Group G) or in both analysis groups (E + G). Heatmap illustrates hierarchical clustering of log10 (% genes) of significant GO terms enriched in each expression comparison (FDR < 0.05, minimum of 10 genes per GO term). No color (white) indicates that there was no enrichment for the GO term in the dataset.

### MOP1 Is Required for Recovery From Drought Stress

To determine the role of MOP1 in drought stress response and recovery at the whole-plant level, we characterized the vegetative and reproductive developmental consequences of a severe drought treatment (14-days without watering) on *Mop1* WT, *mop1-1*, and B73 plants. Initially, all plants were watered normally and showed no significant differences in growth rate until reaching the V6 stage (Nielsen, 2019) when drought treatment was applied to randomly selected individuals from each group (Figure 5). We controlled for growth rate differences between individuals by beginning the drought treatment when an individual reached the V6 stage (auricle exposed). The growth rate was significantly delayed among all drought-treated plants compared to normally-watered controls, with *mop1-1* drought-treated plants taking the longest time to reach the V7 stage (Figure 5). After 14 days of drought treatment, water (7.5 L) was given to each plant and plants were normally watered throughout the duration of the experiment. While B73 and *Mop1* drought-treated plants recovered rapidly and approached the growth rate curve of normally-watered controls, *mop1-1* drought-treated plants significantly lagged behind, with several plants failing to reach reproductive competency (Figure 5A). Normally-watered *mop1-1* plants showed no significant differences in growth rates compared to normally-watered B73 and *Mop1* suggesting that MOP1 is required to recover from drought stress.

**Figure 5:**
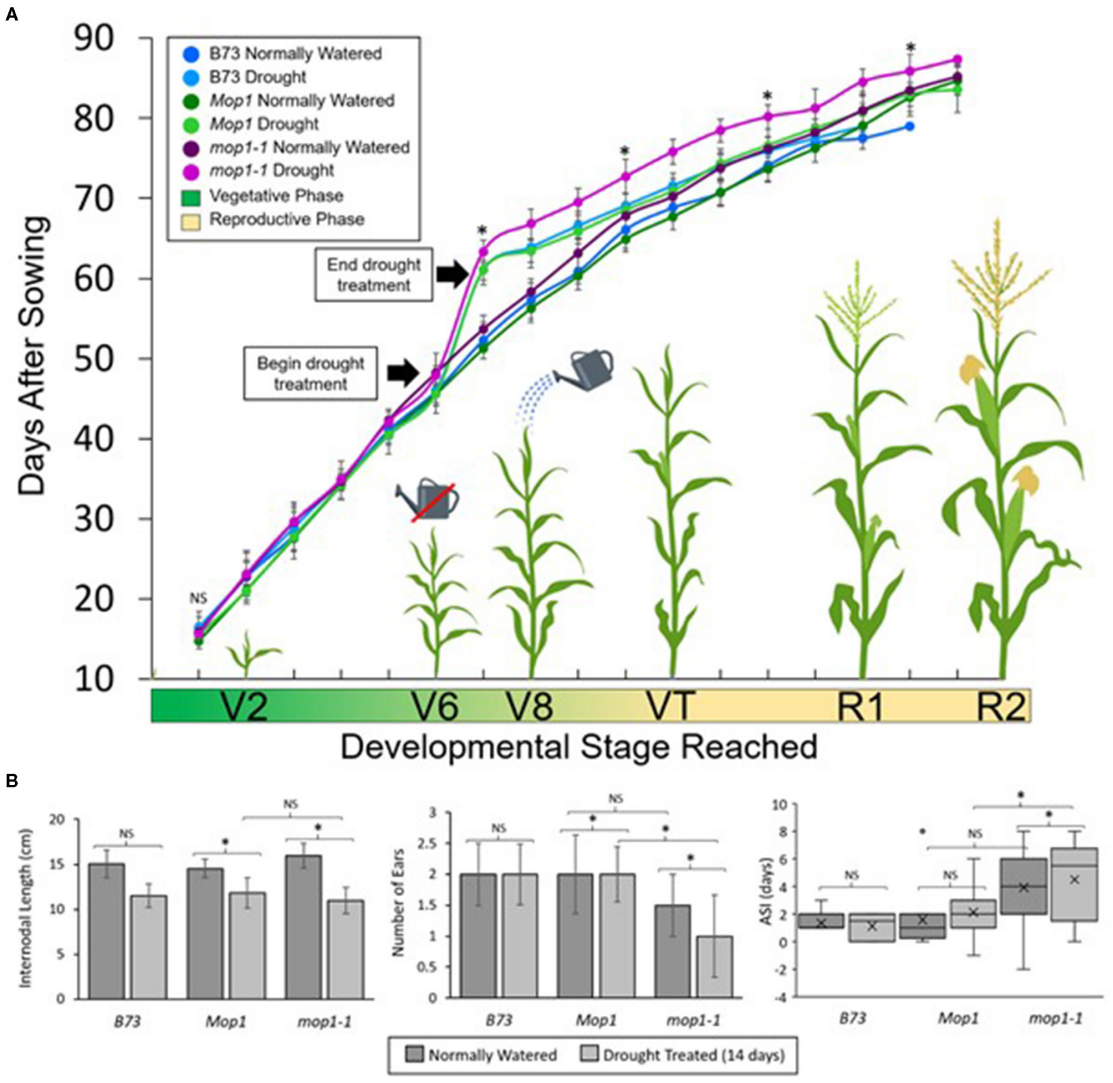
Effects of drought treatment on growth rate and reproductive development. **(A)** The gradient on the x-axis represents the approximate vegetative to reproductive developmental transitions, from the growth stage where two vegetative leaves have emerged (V2) through the 8 vegetative leaf stage (V8), and the reproductive stages where tassels and ears are present (VT) through later stages of flowering/seed set (R1 to R2). Individual points indicate mean days after sowing (DAS) when the developmental stage was reached for the indicated genotypes and treatment groups, and error bars show standard deviation within groups. Data is shown for B73 inbred lines under different watering conditions, and wild type (*Mop1*) and homozygous *mop1-1* individuals segregating within a family. Significant differences (*p* < 0.05) between drought-treated *mop1-1* and *Mop1* plants are indicated for selected points with an asterisk (*) or NS for no significance. **(B)** Physiological observations from drought stress experiment showing average internodal length, number of ears per plant, and anthesis-silking interval (ASI). Significant differences (*p* < 0.05) between groups are indicated by an asterisk (*) or no significance (NS).

To determine the effects loss of MOP1 during drought had on reproductive development, we made observations for plant height at maturity, internodal length, ear emergence, number of ears, effective tassel branches, and the anthesis-silking interval (ASI) (Figure 5B; Supplementary Figure 4). Because stunted plant height is indicative of severe stress during vegetative development, we measured the average internodal length and the heights of plants at 90 days after sowing (DAS). Drought-treated plants were stunted and had reduced internodal lengths compared to normally-watered controls across genotypes (Figure 5B; Supplementary Figure 4). Reproductive development can also be affected by drought-stress and the magnitude of the effect is in some cases dependent on the stage of development in which the plant endures the stress. Because the drought-treatment in our study begins at the V6 stage, which is prior to the transition to reproductive development, we were able to determine the effects of vegetative stress on reproductive traits. To determine how drought affects tassel development, we characterized the effective tassel branches for each individual by measuring the ratio of tassel branches with functional anthers (i.e., anthers shedding pollen) to total tassel branches and found a drought-dependent decrease in effective tassel branches across genotypes, however, these differences were not significant (Supplementary Figure 4). The number of days until ear emergence and the number of ears per plant were also measured. It was found that drought treatment led to a significant delay in ear emergence and that *mop1-1* drought treated plants, but not B73 or *Mop1*, displayed a significant reduction in the number of ears per plant (Figure 5B; Supplementary Figure 4). In addition, *mop1-1* drought-treated plants displayed a significantly larger anthesis-silking interval compared to B73 and *Mop1*, suggesting that impaired recovery from drought stress in plants defective in MOP1 function has an effect on reproductive development and competency (Figure 5B).

## Discussion

Understanding the molecular mechanisms that contribute to plant responses to changing environments is essential to ensure that we can develop climate resistant plants that meet the increasing global demands on crop yield. RdDM and ABA-signaling are two critical gene-regulatory pathways that each influence how plants respond to environmental cues at specific developmental stages. The extent of the synergy between these two regulatory systems is largely uncharacterized in agronomically important crop plants, such as maize. To address this gap in knowledge, we recently conducted a transcriptomic analysis which demonstrated that loss of RdDM activity renders maize seedlings more susceptible to transcriptional changes as a result of ABA treatment, and that many genes were responsive to disruption of both regulatory networks after 8 h of phytohormone treatment (Vendramin et al., 2020). The differential response of the RdDM-deficient mutant to treatment with ABA and to water deprivation suggest that stressful growing conditions or exogenous of application of growth hormones like ABA might be sufficient stimuli to alter the epigenome of maize, and could be useful in crop epi-breeding platforms, which may enhance modern breeding efforts (Dalakouras and Vlachostergios, 2021). While this study identified and established synergy between these two networks in maize, interpretation of the results was confounded by the hierarchical nature of cascading transcriptional outcomes for both regulatory pathways, each dependent on varied *cis* and *trans*-regulatory elements.

Using an approach based on a temporal response to phytohormone treatment, we have identified immediate and direct MOP1-dependent transcriptional responses to ABA (MIMs) that are predicted to function upstream of genes responsive to longer periods of exposure to abiotic stress stimuli (MINs). These relatively few MIM genes, identified as unique 1 h Group C genes having homology with MOP1-dependent siRNAs, appear to be specific in their biological function. Using a GRN, we were able to establish a hierarchial relationship between predicted MIMs and MINs, where the MIMs identified in this study are predicted to regulate ~50% of genes differentially expressed after longer exposure to abiotic stress (8 h), suggesting a substantial impact on transcriptional responses by MIMs. The lack of multiple enriched GO terms associated with the 76 down-regulated MIMs is indicative of either a lack of biological specificity of these genes or a reflection of the complexity of regulation of genes in this category that may also be targets of an active demethylaion mechanisms by DNA glycosylases. For this study, only a subsets of possible regulatory features associated with RdDM activity were used to identify MIMs, and yet the predicted regulatory impact of the identified MIMs account for almost half of the MINs, suggesting that this may in fact be an underestimation of the contribution of MOP1 in establishing responsive transcriptional profiles. Additional analysis to include other RdDM regulatory features, such as proximity to specific categories of transposable elements (TEs) (Madzima et al., 2014; Vendramin et al., 2020) and contexts of cytosine methylation that establish boundaries between the TEs and adjacent protein-coding genes in maize (Gent et al., 2014; Li et al., 2015) might identify additional specific ABA-induced MIM genes. It is likely that an extensive genome-wide analysis will need to be pursued to elucidate specific examples of direct correlation between DNA methylation, chromatin marks and differential expression in these conditions, because prior work has demonstrated that these coordinated responses are hierarchical and inter-related, and often do not involve simple relationships between differential expression and hallmarks of RdDM (Madzima et al., 2014; Vendramin et al., 2020). Thus, a locus-specific approach was not attempted in this study.

There is already compelling evidence indicating that RdDM activity in maize has consequential effects on plant growth and development, affecting the male and female inflorescences (Dorweiler et al., 2000; Hultquist and Dorweiler, 2008) and ultimately seed yield (Barber et al., 2012). The study described herein, reveals that, consistent with *mop1-1* plants misexpressing genes involved in development (Vendramin et al., 2020), plants defective for RdDM are compromised in their growth rate recovery after water stress. This observation links the differences in transcriptional responses of maize *mop1-1* plants to differing abilities to recover from abiotic environmental influences, and highlights the physiological relevance of the gene expression phenotypes of RdDM-deficient plants.

Collectively, this data suggests that MOP1 activity is required for preparedness to respond, early response and later response to ABA signaling at the level of gene expression, and may indicate that MOP1, a component of RdDM in maize, functions in plant response to stressful growth conditions. Future work will include molecular characterization of the MIMs to identify the architecture of upstream *cis*-regulatory elements of these genes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. RNA-sequencing data is available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (Edgar et al., 2002) through GEO Series accession number GSE179629.

## Author Contributions

TM, SV, JL, and KM designed the research. SV performed the seedling ABA-induction experiments and RNA-seq library preparation. JL and PL performed the drought stress experiments. TM and KM performed analysis and interpretation of seedling ABA RNA-seq data. KL assisted with bioinformatic analysis and interpretation. TM and KM wrote the manuscript. All authors edited and/or reviewed the original manuscript, and contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Threshold normalization for uniquely mapping reads. The mapped reads from RNA-seq after 1 h (this study; Illumina NovaSeq platform) and 8 h (Vendramin et al., 2020; Illumina HiSeq platform) of ABA induction were simultaneously, bioinformatically processed and mapped to the B73 reference genome (AGP B73v4) (Jiao et al., 2017). Read quality score thresholds were normalized using HISAT2 (“–score-min”) between sequencing platforms. Based on consistency between replicates as well as differences in distributions of mapping qualities between sequencing platforms, the HISAT2 “–score-min” parameter was chosen to normalize the number of uniquely mapped reads across datasets. HISAT2 filters reads based on a threshold were defined by the slope a linear function between mapping quality score and read length. HISAT2 slope filter threshold for 1 h = −0.2 and for 8 h = −0.6. Genotype-treatment samples include wild type MS (wm), wild type ABA (wa), mutant MS (mm), mutant ABA (ma).

Supplementary Figure 2 Re-analysis of differentially expressed genes (DEGs) after 8h ABA treatment. **(A)** Venn diagram of overlap in the identity of DEGs (log2 FC ≥ 0.95, FDR < 0.05) after 8 h treatment with ABA compared to control in homozygous mutant (a_up and a_down) and wild type plants (b_up and b_down). **(B)** Venn diagram of overlap in the identity of DEGs (log2 FC ≥ 0.95, FDR < 0.05) in homozygous mutant compared to wild type plants after 8 h treatment with ABA (c_up and c_down) or 1 h treatment with MS (d_up and d_down).

Supplementary Figure 3 Analysis of differentially expressed genes (DEGs) in 8h/1h comparisons. Venn diagram of overlap in the identity DEGs (log2 FC ≥ 0.95, FDR < 0.05) in each analysis 8 h/1 h (Table 4) were compared. **(A)** identity of analysis groups E and F DEGs. **(B)** identity of analysis groups G and H. **(C)** identity of analysis groups E and G. **(D)** identity of analysis groups F and H.

Supplementary Figure 4 Additional physiological observations from drought stress experiment. Graphs show **(A)** average plant height, **(B)** effective tassel branches, and **(C)** ear emergence in number of days after sowing (DAS) in normally watered plants or after water was withheld for 14 days (Drought treated). Data is shown for B73 inbred lines under different watering conditions, and wild type (*Mop1*) and homozygous *mop1-1* individuals segregating within a family. Significant differences (*p* < 0.05) between groups are indicated by an asterisk (^*^) or no significance (NS).

Supplementary Table 1 List of DEGs for mop1 ABA-treated samples.

Supplementary Table 2 List of DEGs for 1 h, 8 h and 8 h/1 h Venn diagrams.

Supplementary Table 3 List of 1 h Group C 97 and 76 genes and GRN targets.

Supplementary Table 4 List of secondary targets.

## References

[B1] BarberW. T.ZhangW.WinH.VaralaK. K.DorweilerJ. E.HudsonM. E.. (2012). Repeat associated small RNAs vary among parents and following hybridization in maize. Proc.Natl. Acad. Sci. U. S. A. 109, 10444–10449. 10.1073/pnas.120207310922689990PMC3387101

[B2] BolanosJ.EdmeadesG. O. (1996). The importance of the anthesis-silking interval in breeding for drought tolerance in tropical maize. Field Crops Res. 48, 65–80. 10.1016/0378-4290(96)00036-6

[B3] ChangY. N.ZhuC.JiangJ.ZhangH.ZhuJ. K.DuanC. G. (2020). Epigenetic regulation in plant abiotic stress responses. J. Integr. Plant Biol. 62, 563–580. 10.1111/jipb.1290131872527

[B4] ChenS.ZhouY.ChenY.GuJ. (2018). fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34, i884–i890. 10.1093/bioinformatics/bty56030423086PMC6129281

[B5] ChenY.LunA. T.SmythG. K. (2016). From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. F1000Res. 5:1438. 10.12688/f1000research.8987.227508061PMC4934518

[B6] ClaassenM. M.ShawR. H. (1970). Water deficit effects on corn. II. Grain components1. Agron. J. 62, 652–655.

[B7] DalakourasA.VlachostergiosD. (2021). Epigenetic approaches for crop breeding: current status and perspectives. J. Exp. Bot. erab227. 10.1093/jxb/erab22734017985

[B8] DorweilerJ. E.CareyC. C.KuboK. M.HollickJ. B.KermicleJ. L.ChandlerV. L. (2000). Mediator of paramutation1 is required for establishment and maintenance of paramutation at multiple maize loci. Plant Cell 12, 2101–2118. 10.1105/tpc.12.11.210111090212PMC150161

[B9] EdgarR.DomrachevM.LashA. E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210. 10.1093/nar/30.1.20711752295PMC99122

[B10] FAO: Food and Agriculture Organization of the United Nations (2017). FAOSTAT Statistical Database. Rome: FAO.

[B11] ForestanC.Aiese CiglianoR.FarinatiS.LunardonA.SanseverinoW.VarottoS. (2016). Stress-induced and epigenetic-mediated maize transcriptome regulation study by means of transcriptome reannotation and differential expression analysis. Sci. Rep. 6:30446. 10.1038/srep3044627461139PMC4962059

[B12] ForestanC.FarinatiS.Aiese CiglianoR.LunardonA.SanseverinoW.VarottoS. (2017). Maize RNA PolIV affects the expression of genes with nearby TE insertions and has a genome-wide repressive impact on transcription. BMC Plant Biol. 17:161. 10.1186/s12870-017-1108-129025411PMC5639751

[B13] ForestanC.FarinatiS.ZambelliF.PavesiG.RossiV.VarottoS. (2020). Epigenetic signatures of stress adaptation and flowering regulation in response to extended drought and recovery in Zea mays. Plant Cell Environ. 43, 55–75. 10.1111/pce.1366031677283

[B14] GentJ. I.MadzimaT. F.BaderR.KentM. R.ZhangX.StamM.. (2014). Accessible DNA and relative depletion of H3K9me2 at maize loci undergoing RNA-directed DNA methylation. Plant Cell26, 4903–4917. 10.1105/tpc.114.13042725465407PMC4311197

[B15] GuptaA.Rico-MedinaA.Cano-DelgadoA. I. (2020). The physiology of plant responses to drought. Science 368, 266–269. 10.1126/science.aaz761432299946

[B16] HeberleE.BardetA. F. (2019). Sensitivity of transcription factors to DNA methylation. Essays Biochem. 63, 727–741. 10.1042/EBC2019003331755929PMC6923324

[B17] HuangJ.ZhengJ.YuanH.McGinnisK. (2018). Distinct tissue-specific transcriptional regulation revealed by gene regulatory networks in maize. BMC Plant Biol. 18:111. 10.1186/s12870-018-1329-y29879919PMC6040155

[B18] HultquistJ. F.DorweilerJ. E. (2008). Feminized tassels of maize mop1 and ts1 mutants exhibit altered levels of miR156 and specific SBP-box genes. Planta 229, 99–113. 10.1007/s00425-008-0813-218800226

[B19] JiaoY.PelusoP.ShiJ.LiangT.StitzerM. C.WangB.. (2017). Improved maize reference genome with single-molecule technologies. Nature546, 524–527. 10.1038/nature2297128605751PMC7052699

[B20] KimJ. M.SasakiT.UedaM.SakoK.SekiM. (2015). Chromatin changes in response to drought, salinity, heat, and cold stresses in plants. Front. Plant Sci. 6:114. 10.3389/fpls.2015.0011425784920PMC4345800

[B21] KosterJ.RahmannS. (2018). Snakemake-a scalable bioinformatics workflow engine. Bioinformatics 34:3600. 10.1093/bioinformatics/bty35029788404

[B22] KurtzerG. M.SochatV.BauerM. W. (2017). Singularity: scientific containers for mobility of compute. PLoS ONE 12:e0177459. 10.1371/journal.pone.017745928494014PMC5426675

[B23] LiQ.GentJ. I.ZyndaG.SongJ.MakarevitchI.HirschC. D.. (2015). RNA-directed DNA methylation enforces boundaries between heterochromatin and euchromatin in the maize genome. Proc. Natl. Acad Sci U. S. A. 112, 14728–14733. 10.1073/pnas.151468011226553984PMC4664327

[B24] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. 10.1186/s13059-014-0550-825516281PMC4302049

[B25] LuF.WangK.YanL.PengY.QuJ.WuJ.. (2020). Isolation and characterization of maize ZmPP2C26 gene promoter in drought-response. Physiol. Mol. Biol. Plants26, 2189–2197. 10.1007/s12298-020-00910-233268922PMC7688808

[B26] MaY.CaoJ.HeJ.ChenQ.LiX.YangY. (2018). Molecular mechanism for the regulation of ABA homeostasis during plant development and stress responses. Int. J. Mol. Sci. 19:3643. 10.3390/ijms1911364330463231PMC6274696

[B27] MadzimaT. F.HuangJ.McGinnisK. M. (2014). Chromatin structure and gene expression changes associated with loss of MOP1 activity in Zea mays. Epigenetics 9, 1047–1059. 10.4161/epi.2902224786611PMC4143406

[B28] MartinM. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. 17, 10–12. 10.14806/ej.17.1.200

[B29] NielsenR. (2019). Grain Fill Stages in Corn. Available online at: www.agry.purdue.edu/ext/corn/news/timeless/grainfill.html

[B30] PerteaM.KimD.PerteaG. M.LeekJ. T.SalzbergS. L. (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat. Protoc. 11, 1650–1667. 10.1038/nprot.2016.09527560171PMC5032908

[B31] QinF.SakumaY.LiJ.LiuQ.LiY. Q.ShinozakiK.. (2004). Cloning and functional analysis of a novel DREB1/CBF transcription factor involved in cold-responsive gene expression in *Zea mays* L. Plant Cell Physiol. 45, 1042–1052. 10.1093/pcp/pch11815356330

[B32] SallamN.MoussaM. (2021). DNA methylation changes stimulated by drought stress in ABA-deficient maize mutant vp10. Plant Physiol. Biochem. 160, 218–224. 10.1016/j.plaphy.2021.01.02433515971

[B33] SongL.HuangS.-s. C.WiseA.CastanonR.NeryJ. R.ChenH.. (2016). A transcription factor hierarchy defines an environmental stress response network. Science354:aag1550. 10.1126/science.aag155027811239PMC5217750

[B34] SongN.XuZ.WangJ.QinQ.JiangH.SiW.. (2018). Genome-wide analysis of maize CONSTANS-LIKE gene family and expression profiling under light/dark and abscisic acid treatment. Gene673, 1–11. 10.1016/j.gene.2018.06.03229908279

[B35] TakahashiF.KuromoriT.SatoH.ShinozakiK. (2018). Regulatory Gene Networks in Drought Stress Responses and Resistance in Plants. Adv. Exp. Med. Biol. 1081, 189–214. 10.1007/978-981-13-1244-1_1130288711

[B36] TakahashiF.KuromoriT.UranoK.Yamaguchi-ShinozakiK.ShinozakiK. (2020). Drought Stress Responses and Resistance in Plants: From Cellular Responses to Long-Distance Intercellular Communication. Front. Plant Sci. 11:556972. 10.3389/fpls.2020.55697233013974PMC7511591

[B37] TianT.LiuY.YanH.YouQ.YiX.DuZ.. (2017). agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. Nucleic Acids Res. 45, W122–W129. 10.1093/nar/gkx38228472432PMC5793732

[B38] Van den BroeckL.DuboisM.VermeerschM.StormeV.MatsuiM.InzeD. (2017). From network to phenotype: the dynamic wiring of an Arabidopsis transcriptional network induced by osmotic stress. Mol. Syst. Biol. 13:961. 10.15252/msb.2017784029269383PMC5740496

[B39] VendraminS.HuangJ.CrispP. A.MadzimaT. F.McGinnisK. M. (2020). Epigenetic regulation of ABA-induced transcriptional responses in maize. G3 (Bethesda). 10, 1727–1743. 10.1534/g3.119.40099332179621PMC7202028

[B40] WangL.QiaoH. (2020). Chromatin regulation in plant hormone and plant stress responses. Curr. Opin. Plant Biol. 57, 164–170. 10.1016/j.pbi.2020.08.00733142261PMC8237520

[B41] XiangY.SunX.GaoS.QinF.DaiM. (2017). Deletion of an endoplasmic reticulum stress response element in a ZmPP2C-A gene facilitates drought tolerance of maize seedlings. Mol. Plant 10, 456–469. 10.1016/j.molp.2016.10.00327746300

[B42] YilmazA.NishiyamaM. Y.FuentesB. G.Jr.SouzaG. M.JaniesD.GrayJ.. (2009). GRASSIUS: a platform for comparative regulatory genomics across the grasses. Plant Physiol. 149, 171–180. 10.1104/pp.108.12857918987217PMC2613736

# Supplementary material for: Direct and Indirect Transcriptional Effects of Abiotic Stress in Zea mays Plants Defective in RNA-Directed DNA Methylation
**Source:** Front Plant Sci. 2021 Aug 19;12:694289. doi: 10.3389/fpls.2021.694289
**Supplement:** Supplementary Figure 1 — Threshold normalization for uniquely mapping reads. The mapped reads from RNA-seq after 1 h (this study; Illumina NovaSeq platform) and 8 h (Vendramin et al., 2020; Illumina HiSeq platform) of ABA induction were simultaneously, bioinformatically processed and mapped to the B73 reference genome (AGP B73v4) (Jiao et al., 2017). Read quality score thresholds were normalized using HISAT2 (“–score-min”) between sequencing platforms. Based on consistency between replicates as well as differences in distributions of mapping qualities between sequencing platforms, the HISAT2 “–score-min” parameter was chosen to normalize the number of uniquely mapped reads across datasets. HISAT2 filters reads based on a threshold were defined by the slope a linear function between mapping quality score and read length. HISAT2 slope filter threshold for 1 h = −0.2 and for 8 h = −0.6. Genotype-treatment samples include wild type MS (wm), wild type ABA (wa), mutant MS (mm), mutant ABA (ma).

## Slide 1

Figure S1. Threshold normalization for uniquely mapping reads.

## Slide 2

(A)
(B)
Figure S2. Re-analysis of differentially expressed genes (DEGs) after 8h ABA treatment.

## Slide 3

(A)
(B)
(D)
(C)
Figure S3. Analysis of differentially expressed genes (DEGs) in 8h/1h comparisons.

## Slide 4

Figure S4. Additional physiological observations from drought stress experiment.

How the deposited data were processed for this re-analysis (not part of the article)

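The data are the counts per gene that the authors deposited for the 12 libraries of the 1 h experiment, in whole numbers and not normalized. The paper states that the reads of 150 bp were checked with fastp 0.21.0, trimmed with Cutadapt 1.8.1, mapped to the B73 version 4 genome with HISAT2 2.2.1, and assembled and quantified with StringTie 2.1.4, and that the gene counts were derived from that output with the script that StringTie supplies for this. Such counts are computed from coverage, read length and transcript length, so their sum need not equal the number of mapped reads. Each group of mop1-1 or WT seedlings with ABA or MS had 3 libraries, which the paper calls biological replicates. The libraries of 8 h, the small RNA data, the gene regulatory network and the GO terms were not analysed here.

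The sum of the counts per library was 38295994 to 65574775, with a median of 58322593. The precision of a gene was set by the spread between replicates more than by counting: the common biological coefficient of variation was 0.347 in WT MS, 0.259 in WT ABA, 0.307 in mop1-1 MS and 0.288 in mop1-1 ABA. A count of 0 over a group was taken as at most 3 counts over that group when a fold change was given as a lower bound, which covers counting error only. The sum of the counts per library was 1.79 to 1.95 times the uniquely mapped reads in the paper's Table 1. With a floor of 3 reads as that table counts them, these bounds would be lower by about that factor. Whether the table counts single reads or read pairs is not clear, so how many reads 3 counts stand for stays open. No library was a copy of another, since the chi-square per degree of freedom between replicates was 31.9 to 196.

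Features with at least 0.58 CPM, the threshold the paper names, in at least 3 libraries were kept, normalized by TMM, and fitted with the quasi-likelihood model of edgeR 4.0.16 (R 4.3.3) with 4 group means. The paper's text names edgeR 3.28.1 but not the test or the number of libraries, and for edgeR it cites a paper on the quasi-likelihood pipeline. Adjusted p-values are those of Benjamini and Hochberg over the 26401 features, and the thresholds of 0.05 and a log2 fold change of 0.95 are the paper's. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The interaction was tested as the difference between the effects of ABA in the genotypes. The alternatives set before the data were examined were RLE normalization, no low-count filter, filterByExpr, the 6 libraries of each comparison alone, the edgeR exact test, DESeq2 1.42.0, a replicate block, no fold threshold, annotated genes alone, leaving out genes within 400 genes of mop1, and leaving out each library in turn. Genes near mop1 were left out there only where they had a match to a RefSeq gene, as described below. Leaving out genes near mop1 by identifier number, list tests without the MIMs, list tests without each library in turn and a pair of added gene lists were chosen after seeing the data.

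The tests were run on simulated data with the same number of libraries, in which 100 of 25957 genes changed by 2-fold and 100 by 4-fold in Groups A and C. In Group A the QL test found 26 and 73 of them with 0 false calls, the exact test 38 and 81 with 53 false calls, and DESeq2 39 and 80 with 26 false calls. In Groups B and D, where nothing changed, the QL test made 0 false calls, the exact test 23 and 24, and DESeq2 19 and 17. For the interaction the QL test found 12 and 51 with 2 false calls, and DESeq2 30 and 73 with 47.

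Gene names came from the paper's Table 6 and from a RefSeq table of the Zm-B73-REFERENCE-NAM-5.0 assembly, joined through older gene identifiers in a supplementary workbook, which matched 2016 genes and named 287, besides the 104 microRNA genes. That workbook also lists the MIMs, and 37 of the 283 named genes tested are MIMs. By the QL test, the named DEGs of Group C other than MIR156e are all MIMs. The rule for named genes, set before the data were examined and after the paper's own tables had been read, takes in each comparison the DEGs with a name, groups that do not overlap and a mean of at least 5 CPM in the higher group, with the 8 of largest fold change and the 8 of highest CPM in each direction, all genes of Table 6, the 4 members of each list with the smallest adjusted p, and up to 2 features without a name in each direction. Genes that only another test called, and those of the added lists, were named after their values were seen. The mop1 gene itself is not analysed here. The place of genes near mop1 was read from gene order on chromosome 2, where identifier number and gene order had a Spearman rho of 0.999988, and assembled loci have no place in that order. Whether any assembled locus lies near mop1 is therefore not known.

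Of 24 gene lists set before the data were examined, 8 had at least 3 tested members and were tested with camera (limma 3.58.1), two-sided, among the 283 named genes tested, with a preset correlation of 0.01 and with an estimated one. These are PP2C phosphatases, ABA receptors with SnRK2 kinases and ABA-responsive factors, AP2/ERF and DREB factors, WRKY factors, jasmonate genes, histones (which here include a linker histone), terpene synthesis and phloem tissue. The other 16 had too few named members and were not tested, markers of roots and dividing cells among them. Over the 40 tests, 0 passed by camera at an adjusted p of at most 0.05, and 0 with an estimated correlation. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.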

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

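The tests of location near mop1, of assembled loci, of detoxification genes and of other splits of the samples were chosen after the results were seen.

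MIR156e, which the paper's supplementary lists hold and its text does not discuss, was lower in mop1-1 with ABA (log2 fold change -3.41) and without it (-3.39), and it lies near mop1. Among annotated genes within 400 genes of mop1 by identifier number, 20 of 421 were DEGs of Group C against 0.776% elsewhere (odds ratio 6.38, lower 95% limit 3.75, Fisher's exact test), and 24 of 421 were DEGs of Group D against 0.425% elsewhere (odds ratio 14.2, lower 95% limit 8.50). A loss of MOP1 that acts alike on all chromosomes would give an odds ratio near 1, which these values argue against as the whole explanation. A chromosome segment carried with mop1-1 through the introgression that the paper describes may account for part of the excess, and the difference in MIR156e could then come from linked sequence. Whether MOP1 acts on MIR156e itself stays open, since every mop1-1 library would carry the segment. The paper cites, for effects on inflorescences, a study by Hultquist and Dorweiler. Its title reports changed miR156 levels in the tassels of mop1 mutants, a tissue not sampled here.

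The paper's supplementary lists hold assembled loci, and its text does not discuss them as a class. Whether they overlap annotated genes was not checked. They made up 122 of the 203 higher DEGs of Group C and 113 of the 182 higher DEGs of Group D. Their low counts do not account for this, since among features of like mean CPM their odds of being a DEG stayed above those of annotated genes (lower 95% limits 1.96 in Group C and 2.54 in Group D). Sequence that the WT siblings lack does not account for the higher loci as a whole, since 62 of the 122 and 54 of the 113 had at least 0.58 CPM in at least 3 of the 6 WT libraries. Among DEGs the odds of being higher were raised for assembled loci (lower 95% limits 3.12 and 1.52). This decides nothing, because transcripts made in mop1-1 alone may be missing from an annotation of B73 and so be assembled. Silencing lost in mop1-1 may raise such loci, but it cannot be told apart from missing sequence at the 26 higher loci in Group C and the 27 in Group D that had 0 counts in all 6 WT libraries, which either would give, and at the other loci it was not tested. Assembled loci could not be placed relative to mop1, so a share of them on a linked segment stays open.

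A set of 9 glutathione transferase and linked detoxification genes, picked after its values were seen, had a median interaction log2 fold change between the genotypes of 1.39, with 9 of 9 genes positive (camera with an estimated correlation, p = 3.39e-03, adjusted p = 0.0339 over the 10 tests of the added lists and 0.170 with the 40 planned tests included). The set had a median of -0.86 in Group B, 9 of 9 genes negative (adjusted p = 0.0341 over the 10 tests and 0.171 with the planned ones), and a median of 1.22 in Group C, 7 of 9 genes positive (adjusted p = 0.0849 and 0.424), all from camera with an estimated correlation on the edgeR fit, with p = 0.391 in Group D and 0.131 in Group A. A single library does not account for it, since the lowest median interaction with any of the 12 left out was 1.14, but WT MS libraries that lie high together by chance stay open, since they would lower Groups B and D and leave Group C as it is, and the median in Group D was at most 0.10 with any library left out. Neither these p-values nor the splits say anything about chance, because the genes were picked for these values (2 of 100 gave a median as large, the real one of 1.39 and another of 1.51). Loss of MOP1 may change how these genes respond to ABA, as a hypothesis, while reads shared between these paralogs were not tested and stay open.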

How the results depend on the processing

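No called result reversed, and RLE normalization, no low-count filter, filterByExpr and leaving out genes near mop1 kept every count of DEGs within 1.5 times its value. Leaving out genes near mop1 by RefSeq match left 26366 features tested. By identifier number it left 26056, and every count again stayed within 1.5 times. Neither took out assembled loci, which could not be placed, so these settings cannot show how the counts depend on assembled loci near mop1. The cause was not tested for the counts that moved. In the order Groups A, B, C and D, C higher and not D, C lower and not D, MIMs lower and MIMs higher, the QL test on 12 libraries gave 0, 0, 315, 239, 67, 70, 10 and 11, the QL test on 6 libraries 1, 1, 677, 156, 229, 329, 61 and 37, the exact test 59, 50, 1082, 447, 382, 437, 85 and 64, and DESeq2 13, 68, 878, 636, 229, 284, 67 and 45. Groups A and B shared 1 by the exact test and 3 by DESeq2, and DESeq2 gave 27 interaction DEGs. With no fold threshold, C and not D held 104 higher and 108 lower. With annotated genes alone, the counts were 138 in Group C, 86 in Group D, 40 higher and 36 lower in C and not D, and 6 MIMs lower. With all features in the test, annotated genes made up 81 higher and 87 lower DEGs of Group C, and 69 and 36 of Group D. With a replicate block, 45 were lower in C and not D and 1 gene list test passed (WRKY factors in Group D, adjusted p = 0.664 with an estimated correlation, camera), while Group C held 245 DEGs and Group D 188. The same-numbered libraries correlated at -0.162 to 0.0877, and 4 of 12 correlated best with their own number, so no pairing was used. Leaving out 1 library gave 0 to 2 in Group A, 0 to 7 in Group B, 147 to 543 in Group C, 171 to 449 in Group D, 0 to 2 for the interaction, 11 to 131 and 6 to 186 for C and not D, 1 to 40 and 2 to 22 for the MIMs, and 0 to 3 gene list tests (the last chosen after seeing the data, with adjusted p = 0.260 to 0.719 for these calls with an estimated correlation, camera). The highest counts in Groups C and D came without WT MS replicate 3 and the lowest in Group C without WT ABA replicate 2. Group C held fewer DEGs than Group D without WT ABA replicate 1 (150 and 229), 2 (147 and 219) or 3 (218 and 234) and without mop1-1 ABA replicate 1 (215 and 219) or 3 (157 and 198). These fits took a library from Group C and none from Group D, and in each fit without an MS library Group C held more DEGs. Log2 fold changes that no fit called turned sign for some genes. With 1 library left out, gst42 (Zm00001d029699) ran from -0.44 to 0.82 in Group B, positive without WT MS replicate 1, and from -0.65 to 0.70 in the interaction, negative without that library or mop1-1 ABA replicate 2 (-0.06). In the same fits gst12 (Zm00001d027540) ran from -0.18 to 0.17 in Group B, positive without WT ABA replicate 2 (0.04) or WT MS replicate 2, and from -0.18 to 0.17 in the interaction, negative without these (-0.05 and -0.18) or mop1-1 ABA replicate 3 (-0.11), and gst31 (Zm00001d027557) ran from -0.50 to 0.30 in Group D, positive without WT MS replicate 3. Among the single genes and loci named, the exact test added 37 calls among 74 results and DESeq2 34 among 84, and neither ended one, while leaving out WT MS replicate 3 added 11 and ended 1.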

Differences from the paper's values

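The paper's Table 2 gives more DEGs than the QL test at the same thresholds. The paper's counts for higher and lower are 9 and 63 in Group A, 21 and 40 in Group B, 646 and 525 in Group C and 395 and 157 in Group D, against 0 and 0, 0 and 0, 203 and 112, and 182 and 57 here. Of the alternatives set before the data were examined, the edgeR exact test came within 1.5 times of the paper's for all of these (55 lower in Group A, 16 and 34 in Group B, 576 and 506 in Group C, 310 and 137 in Group D) except Group A higher (4). DESeq2 did so for all (7 higher in Group A, 18 and 50 in Group B, 495 and 383 in Group C, 432 and 204 in Group D) except Group A lower (6). The QL test on 6 libraries did so for Group C lower (352), and leaving out WT MS replicate 3 did so for Group D lower (234). The other alternatives did not for any of these counts.

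The paper's sum over the groups is 1856, with 1119 in a single group, against 554 and 198 here. The exact test (1638 and 989) and DESeq2 (1595 and 765) came within 1.5 times of the paper's sum and of its single-group count, and no other alternative did. The paper's 737 common to more than one group is the sum less the single-group count, so it counts list entries, which number 356 here, from 178 distinct features. On that scale the exact test (649 entries from 323 features), DESeq2 (830 from 411) and leaving out WT MS replicate 3 (610 from 304) came within 1.5 times, and no other alternative did. The paper's share of DEGs in Groups A and B is 7%, against 0% here, 6.65% by the exact test and 5.08% by DESeq2, and no other alternative came within 1.5 times. The paper's counts in Group C and not in Group D are 417 higher and 451 lower in its Fig. 1B, and 451 higher and 417 lower in its Fig. 3, against 67 and 70 here. In either direction the exact test came within 1.5 times for both (382 and 437) and the QL test on 6 libraries for the lower ones (329). DESeq2 came within 1.5 times for the lower ones (284) as Fig. 3 gives them and not as Fig. 1B does, and no other alternative did in either direction.

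The paper gives an average of about 33 M raw reads per library, against 57.4 M for the mean sum of the deposited counts per library. These are different quantities, and no alternative bears on them.

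The paper lists 97 MIMs as upregulated and 76 as downregulated in mop1-1 with ABA, and Table 6 carries the labels Up and Down. Here all 86 tested of the 97 had negative log2 fold changes in Group C, and all 64 tested of the 76 had positive ones. In the paper's own supplementary group lists all 97 are among the lower DEGs of Group C and all 76 among the higher ones, so what the labels refer to is not clear from the paper. The log2 fold changes of the 23 tested genes of Table 6 in the paper's own supplementary list matched those found here within the standard error, with the same signs, so 19 genes labelled Up are negative in both and 4 labelled Down are positive in both. The paper states that the responses to ABA are specific to the genotype, while the interaction test called 0 DEGs by the QL test, with 1120 features at an unadjusted p under 0.05, and 27 by DESeq2.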

Other observations

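Tests of other splits of the samples, of BiP and protein disulfide isomerase genes and of gene lists without single libraries were chosen after the results were seen. Of 6 jasmonate genes, 1 was lower in Group C when adjusted over the list alone, ZIM TF 16 (Zm00001d027901), which is a MIM. The list had a median log2 fold change of -0.33 (camera, adjusted p = 0.440). The lipoxygenase gene ts1 (Zm00001d003533), near mop1, stood at 46.2 ± 0.767 CPM in WT ABA and 36.3 ± 3.57 CPM in mop1-1 ABA (SD, n = 3). It was not a DEG, with log2 fold changes of -0.42 to -0.28 over the alternatives. Of 8 WRKY factors, 2 were higher and 1 was lower in Group C, and again 2 and 1 in Group B, when adjusted over the list alone. Of the 5 genes of the ABA receptor, SnRK2 kinase and ABI3-VP1 list, 1 was lower in Group C (ABI3-VP1 TF 28, a MIM). Of the 6 PP2C phosphatases 1 was lower in Group B, both adjusted over the list alone. Of the 5 genes of the phloem list, 1 was higher and 2 were lower in Group C and 1 was lower in Group B when adjusted over the list alone, but 4 of its members are PP2C phosphatases and the other is Laccase-7. No member of the 4 terpene synthesis genes passed in any comparison when adjusted over the list alone. Without WT MS replicate 2, the jasmonate list passed in Group D and the histones in the interaction (camera, adjusted p = 0.0496 for each, and 0.703 with an estimated correlation), while with all 12 libraries they had adjusted p = 0.911 and 0.124 (camera, and 0.946 and 0.731 with an estimated correlation). The 4 BiP and protein disulfide isomerase genes had p = 0.0217 in Group A with the preset correlation and 0.0744 with an estimated one (camera, adjusted p = 0.186 over the 10 tests of the added lists and 0.603 with the 40 planned tests included).

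Some genes, named after their values were seen, passed in Group C by the edgeR exact test and by DESeq2 and not by the edgeR QL test. OBAP2B (Zm00001d011755), an oil body protein gene, had a log2 fold change of -3.01 (standard error 0.69, adjusted p = 0.0549, edgeR QL test, 1.03e-06 by the exact test and 8.78e-04 by DESeq2) and the potassium transporter gene HAK5 (Zm00001d042244) 3.00 (standard error 1.08, adjusted p = 0.201, edgeR QL test, 0.0104 by the exact test and 0.0331 by DESeq2). The microRNA precursor gene zma-MIR162 had -1.81 (standard error 0.45, adjusted p = 0.0785, edgeR QL test, 3.65e-03 by the exact test and 4.28e-03 by DESeq2). PPCK4 (Zm00001d003068), which encodes a kinase of phosphoenolpyruvate carboxylase and lies near mop1, had -1.49 in Group C and -1.58 in Group D (adjusted p = 0.0720 and 0.0770, edgeR QL test). By the edgeR exact test its adjusted p was 1.23e-11 in Group C and 0.0473 in Group D, and by DESeq2 2.02e-03 and 1.07e-03.

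The 10 splits of 6 libraries are too few for a share under 0.05. In Group C the real split gave 315 DEGs by the QL test and the highest other 1, and by the exact test 1082 and 30, so 1 of 10 splits gave as many by each. In Group D they gave 239 and 1 by the QL test and 447 and 77 by the exact test, again 1 of 10. In Groups A and B the QL test gave 0 in the real split and at most 1 in another, and 10 of 10 gave as many, as any split does against a count of 0. By the exact test the real split of Group A gave 59 and the highest other 112, and that of Group B 50 and 56, with 3 of 10 giving as many in each. For the interaction, 100 splits of the 12 libraries were fitted by the QL test, with 0 DEGs in the real one, as in 86 of the 100, and a highest of 20 in another, with 6 in the next. Whether a structure of the samples lies behind the split with 20 was not tested. For the gene lists in the interaction the real split gave 0 and the highest other 2. In both cases 100 of 100 gave as many as the real split, which says nothing about chance, since any split matches a count of 0.

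All 315 DEGs of Group C and all 239 of Group D had groups that did not overlap, as did 24.8% and 13.3% of all features tested, where chance gives 10%. Log2 fold changes in Groups C and D had a Pearson correlation of 0.670 across genes, which are not independent replicates.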
